# Genome-scale target identification in *Escherichia coli* for high-titer production of free fatty acids

**DOI:** 10.1038/s41467-021-25243-w

**Published:** 2021-08-17

**Authors:** Lixia Fang, Jie Fan, Shulei Luo, Yaru Chen, Congya Wang, Yingxiu Cao, Hao Song

**Keywords:** High-throughput screening, Metabolic engineering, Applied microbiology, Synthetic biology

## Abstract

To construct a superior microbial cell factory for chemical synthesis, a major challenge is to fully exploit cellular potential by identifying and engineering beneficial gene targets in sophisticated metabolic networks. Here, we take advantage of CRISPR interference (CRISPRi) and omics analyses to systematically identify beneficial genes that can be engineered to promote free fatty acids (FFAs) production in *Escherichia coli*. CRISPRi-mediated genetic perturbation enables the identification of 30 beneficial genes from 108 targets related to FFA metabolism. Then, omics analyses of the FFAs-overproducing strains and a control strain enable the identification of another 26 beneficial genes that are seemingly irrelevant to FFA metabolism. Combinatorial perturbation of four beneficial genes involving cellular stress responses results in a recombinant strain *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^, producing 30.0 g L^−1^ FFAs in fed-batch fermentation, the maximum titer in *E. coli* reported to date. Our findings are of help in rewiring cellular metabolism and interwoven intracellular processes to facilitate high-titer production of biochemicals.

## Abstract (web summary)

Identification of gene targets is one of the major challenges to construct superior microbial cell factory for chemical synthesis. Here, the authors employ CRISPRi and omics analyses for genome-scale target genes identification for high-titer production of free fatty acids in *E. coli*.

## Introduction

Microbial biosynthesis of a desired product is a sophisticated process that usually involves the coordination of multiple metabolic intermediates and reactions that are subject to complex interactions^1,2^. On the one hand, each of these intermediates flows to other metabolic pathways for the biosynthesis of cellular components or metabolites, acting as one of the multibranched nodes in the topology of metabolic landscapes^3,4^. On the other hand, each reaction in the biosynthetic pathway relies greatly on many cellular processes, such as gene transcription and translation to enable enzyme and metabolic functions^5,6^, biomass accumulation, and DNA replication to ensure cell survival and proliferation^7,8^. Additionally, biosynthesis may place cells under nutrition or redox stresses, and metabolic rewiring must occur to address such challenges to maintain cellular viability and functions^1,8,9^. As such, manipulation of other metabolic pathways or cellular processes might lead to an unexpected improvement in the biosynthesis of the desired product due to distant effects of genetic modulations or unknown regulatory interactions^10–12^. Thus, to construct a superior microbial cell factory for enhanced product biosynthesis, it is highly desirable to perform genome-wide identification of beneficial gene targets in complex intracellular interaction networks that can be reengineered for this purpose.

Free fatty acids (FFAs) are feedstocks for the manufacture of detergents, lubricants, cosmetics, and pharmaceutical ingredients^13^. By engineering metabolic pathways, FFAs production was enhanced in various microorganisms, such as the model microorganisms *Escherichia coli*^14^ and *Saccharomyces cerevisiae*^15^ and the oleaginous microorganisms *Yarrowia lipolytica*^16^ and *Rhodococcus opacus*^17^. Taking *E. coli* as an example, overexpression of key enzymes in the FFA biosynthetic pathway, such as acetyl-coenzyme A (CoA) carboxylase^18,19^ and fatty acyl-ACP thioesterase^18–21^, or deletion of key genes in the beta-oxidation pathway, such as the *fadD*^18–21^ or *fadE*^20,21^ gene, was implemented to improve FFAs production. In particular, optimal combinatorial expression of 15 crucial genes in the FFA biosynthetic pathway with *fadD* deletion in *E. coli* BL21 resulted in a titer of 8.6 g L^−1^ FFAs in fed-batch cultivation with glucose as the carbon source^14^. Despite these efforts, further improvement of FFAs production is hampered by the limited understanding of cellular rewiring mechanism and linkage between FFA biosynthesis and other cellular processes^9,22^. In addition, it remains difficult to systematically identify beneficial gene targets using laborious genome engineering methods, such as homologous recombination-based gene knockout^23^. These hurdles severely restrict the scope and speed of engineering microbial hosts to obtain a superior overproducer.

CRISPR interference (CRISPRi) enables sequence-specific repression of gene transcription by pairing dCas9 with a synthetic sgRNA^24,25^. CRISPRi can be easily designed and readily implemented, enabling rapid screening of beneficial knockdown gene targets. As a promising tool for gene modulation, CRISPRi has been generally used for improved biosynthesis of desired products in *E. coli*^26–29^ and many other microbial hosts, such as *Corynebacterium glutamicum*^30^ and cyanobacteria of the genus *Synechocystis*^31^. However, in most of these cases, the candidate gene targets were restricted to direct competitive pathways^27–31^, which cannot fully unleash the cellular potential for biochemical overproduction^9,22,32^. As an important supplementary method, omics analysis of differentially performing strains allows the acquisition of comprehensive data related to the mechanisms of cellular metabolism^10,32^, providing additional available clues regarding candidate gene targets in complex intracellular interaction networks for enhanced biosynthesis of the desired product^11,33^.

Here, we take advantage of CRISPRi to readily and rapidly downregulate gene expression and omics analyses to identify potential gene targets in cellular interaction networks, enabling rapid, systematic, and effective identification of chromosomal gene targets that can be engineered for enhanced production of FFAs in *E. coli*. Upon CRISPRi-mediated gene repression, we first identify beneficial genes that are directly related to the FFA metabolism. Next, transcriptomic and proteomic analyses are performed for three recombinant FFAs-overproducing strains and a control strain, and beneficial genes in cellular networks are further identified. Upon combinatorial modulation of the identified genes, the engineered strain *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ produces 30.0 g L^−1^ FFAs (0.689 g L^−1^ h^−1^ productivity) in fed-batch fermentation. We speculate that the high titer of FFAs obtained in the *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ strain benefits from the enhanced cellular stress responses, which protect cells from cytotoxic byproducts during the course of microbial fermentation.

## Results

### Identification of beneficial gene targets in the pathways related to FFA metabolism using the CRISPRi system

We employed glycerol as the carbon source for the biosynthesis of FFAs. In *E. coli*, glycerol is catalyzed to the key intermediates glyceraldehyde-3P, pyruvate, acetyl-CoA, and malonyl-ACP, in that order, and then converted to acyl-ACP through the fatty acid biosynthetic pathway (Fig. 1a). However, these intermediates are also involved in other metabolic pathways, resulting in the diversion of carbon flux away from FFAs. Expression of the truncated fatty acyl-ACP thioesterase TesA′ (with the leader sequence deleted) could release FFA intermediates from ACP in the cytosol^34^. Nevertheless, synthetic FFAs are degraded naturally by the beta-oxidation process. To channel carbon flux toward the production of FFAs and repress the degradation of FFAs, we chose 108 chromosomal genes in a hypothesis-driven manner for modulation by CRISPRi. The 108 targets comprise 26 genes in the module of upstream carbon flux diversion (those in the competitive pathways consuming glycerone-P, glyceraldehyde-3P, or pyruvate); 15 genes in the module of downstream carbon flux diversion (those in the competitive pathways consuming acetyl-CoA or malonyl-ACP); 24 genes in the module of amino acid metabolism that consume glycerate-3P, pyruvate, or acetyl-CoA; 6 genes in the module of beta-oxidation that degrade FFAs; and 37 genes in the module of transcription factors that regulate multiple pathways or cellular physiology (Fig. 1a and Supplementary Data 1).

**Fig. 1:**
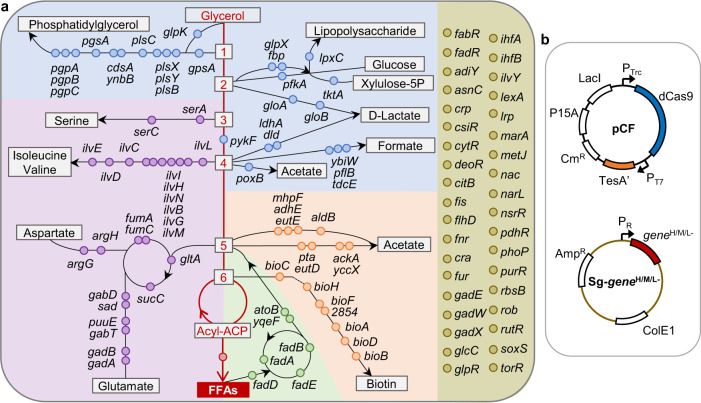
Gene targets related to FFA metabolism that were selected for modulation by the CRISPRi system. **a** Schematic of the metabolic or regulatory pathways related to FFA biosynthesis in *E. coli* BL21(DE3), which were classified into five modules, namely, upstream carbon flux diversion, downstream carbon flux diversion, amino acid metabolism, beta-oxidation, and transcription factor, represented in blue, orange, purple, green, and golden backgrounds, respectively. The 108 candidate genes in the above five modules are marked with blue, orange, purple, green, and golden dots, respectively (see Supplementary Data 1). *2854* represents the gene numbered ECD_02854 in BL21(DE3). The fatty acid biosynthetic pathway is shown as a red line, from glycerol to acyl-ACP and conversion to FFAs by TesA′ (encoded by the *tesA*′gene marked with a red dot). The key metabolites glycerone-P, glyceraldehyde-3P, glycerate-3P, pyruvate, acetyl-CoA, and malonyl-ACP are represented as numbers 1 to 6, respectively. **b** Plasmid constructs for the expression of *tesA*′, *dCas9* and the sgRNAs *gene*^H/M/L−^. Cm^R^, chloramphenicol-resistance gene; Amp^R^, ampicillin-resistance gene; P15A and ColE1, replication origin.

To facilitate target identification, we constructed a library of 108 synthetic sgRNAs that represses the expression of the 108 chromosomal genes in the above five modules with high efficiency^24^. The P_Trc_ promoter was selected to control the expression of catalytically dead Cas9 (dCas9) in CRISPRi, which could achieve the expected gene repression without affecting cell growth (Supplementary Fig. 1) (see details in the Supplementary Note 1). Plasmid pCF expressing TesA′ and dCas9 was transformed into the BL21(DE3) strain to generate the starting strain CF. We introduced plasmids harboring each of the 108 synthetic sgRNAs individually into the CF strain to implement gene perturbation (Fig. 1b). Plasmid Sg-0 expressing sgRNA0 without the target site complementary sequence was introduced into the CF strain to generate the Control strain, which did not modulate any chromosomal genes and produced 631 mg L^−1^ FFAs. Any CRISPRi-engineered strain that could increase the FFAs titer by over 20% compared with the Control strain was sorted out. As a result, 30 beneficial targets were identified, and the *fadE*^H−^ and *fadR*^H−^ strains achieved FFAs titers of 1232 and 1193 mg L^−1^, which were 95% and 89% higher than that of the Control strain, respectively (Fig. 2).

**Fig. 2:**
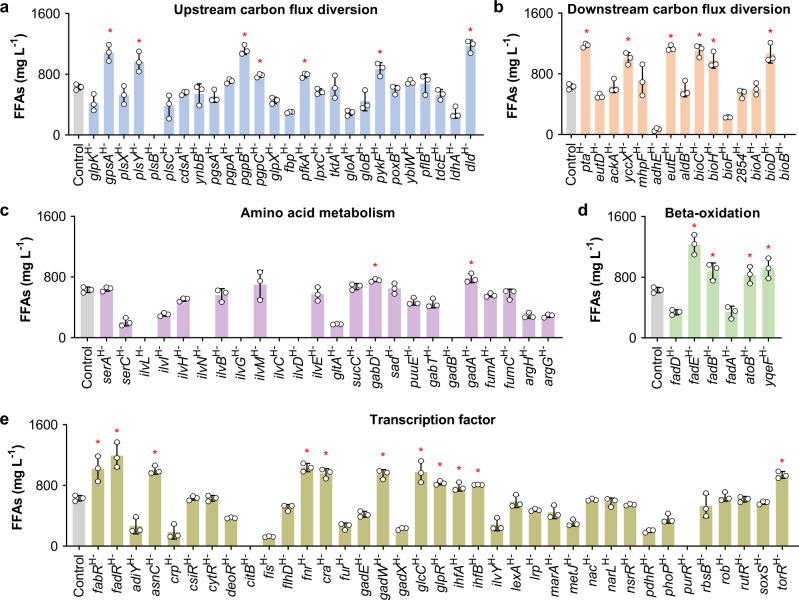
CRISPRi-based identification of beneficial genes for FFAs production. All 108 genes in the upstream carbon flux diversion module (**a**), downstream carbon flux diversion module (**b**), amino acid metabolism module (**c**), beta-oxidation module (**d**), and transcription factor module (**e**) were repressed with high efficiency. Asterisk represents the strain in which the FFAs titer increased by over 20% compared with that in the Control strain (631 mg L^−1^), and the targeted genes are referred to as beneficial genes. The titers were obtained in batch cultivation of 30 g L^−1^ glycerol. Data are presented as mean ± SD (*n* = 3 biological replicates). Source data are provided as a Source Data file.

The identified beneficial genes were mostly distributed in the modules of upstream carbon flux diversion (Fig. 2a), downstream carbon flux diversion (Fig. 2b), beta-oxidation (Fig. 2d), and transcription factors (Fig. 2e). This result suggested that reducing the carbon flux to the byproducts phosphatidylglycerol (*gpsA*, *plsY*, *pgpB*, and *pgpC*), D-lactate (*dld*), acetate (*pta*, *yccX*, and *eutE*), and biotin (*bioC*, *bioH*, and *bioD*), or blocking fatty acid degradation (*fadE*, *fadB*, *atoB*, and *yqeF*) contributed to the enhanced production of FFAs. Reducing the expression of a few transcription factors (namely, *fabR*, *fadR*, *asnC*, *fnr*, *cra*, *gadW*, *glcC*, *glpR*, *ihfA*, *ihfB*, and *torR*) also enhanced the production of FFAs (Fig. 2e), which might benefit from the global regulation of gene expression. However, inhibiting amino acid biosynthetic pathways seemed unfavorable for FFAs production, as most of the engineered strains exhibited reduced titers of FFAs (Fig. 2c), and some of these strains were even unable to grow (Supplementary Fig. 2c). A possible reason is that while these amino acids were necessary for cell viability, the reduced amount of amino acids obtained upon CRISPRi perturbation was insufficient to maintain normal cell physiology.

Among the 30 beneficial gene targets, 20 (*gpsA*, *plsY*, *pgpB*, *pgpC*, *dld*, *yccX*, *bioC*, *bioH*, *bioD*, *gabD*, *gadA*, *asnC*, *fnr*, *cra*, *gadW*, *glcC*, *glpR*, *ihfA*, *ihfB*, *torR*) have not been engineered for FFAs production in previous studies. We found three favorable metabolic pathways that have not been previously modulated for FFAs production, namely, the biotin, phosphatidylglycerol, and glutamate biosynthetic pathways (Figs. 1a, 2). Even in the previously modulated pathways, we identified beneficial gene targets that have not been engineered for FFAs production in previous studies, such as *dld* in the lactate biosynthetic pathway and *yccX* and *eutE* in the acetate formation pathway (Figs. 1a, 2). Additionally, we found that the high repression of *pta* in the acetate formation pathway (strain *pta*^H−^) increased FFAs production by 86% (Fig. 2b), while deletion of this gene in a previous study had a negative effect on FFAs production^35^. Collectively, these results demonstrate that CRISPRi is useful for the systematic identification of beneficial targets that can be engineered for improved biosynthesis of the desired product.

Fine tuning of gene repression is enormously important for improving the biosynthesis of desired products. Regarding the genes in the competitive pathways, the gene repression level needs to be fine-tuned so that the target genes can still be expressed to a certain degree to maintain cellular viability while resources are maximally redirected toward the target metabolite^26,27,29^. A few approaches have been developed to tune the efficiency of CRISPRi-mediated gene repression^24^. Truncation of the base-pairing region of sgRNA from the 5′ end could severely decrease the repression efficiency; however, it is difficult to achieve a medium repression level^24^. A single mismatch in the seed region or the other 8-nt sequence of the base-pairing region could achieve low or medium repression efficiency, respectively, but the mismatch in the seed region might confer off-target effects^24,36^, thus failing to repress the desired target. Many studies have demonstrated that the repression level in gene expression and the target distance from the transcription start site generally had an inverse relationship^24,37,38^. Most recently, bases surrounding the protospacer adjacent motif (PAM) on the target sequence were also shown to affect the CRISPRi efficiency^39^. We here tuned the repression of each beneficial gene with medium or low efficiency by applying the sgRNA *gene*^M−^ or *gene*^L−^, binding the nontemplate DNA strand at the middle or terminal region, respectively (Fig. 3a). Plasmids harboring each of the synthetic sgRNAs were thus individually introduced into the starting strain CF, and FFAs production of the corresponding recombinant strains was determined. For example, in strain *gpsA*^L−^, the sgRNA *gpsA*^L−^ was expressed, and the *gpsA* gene was repressed with low efficiency. The results showed that the *gpsA*^L−^, *pfkA*^L−^, *yccX*^M−^, *gabD*^L−^, *gadA*^M−^, *atoB*^M−^, *atoB*^L−^, *glpR*^L−^, *ihfA*^M−^, and *ihfA*^L−^ strains produced higher FFAs titers than strains with the corresponding gene repressed with high efficiency (Fig. 3b), and the *gpsA*^L−^, *yccX*^M−^, *atoB*^M−^, and *ihfA*^L−^ strains achieved the highest FFAs titers, which were > 100% higher than that of the Control strain (Supplementary Fig. 3). These results suggested the importance of fine-tuning gene expression in the production of target metabolites.

**Fig. 3:**
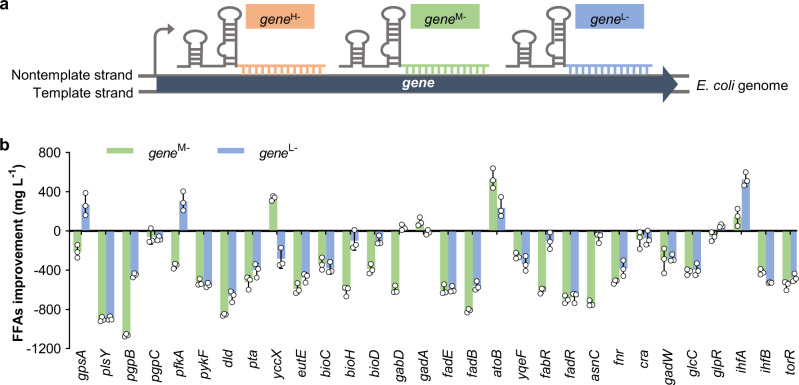
Tuning of the repression of beneficial genes for the improvement of FFAs production. **a** Design of sgRNAs with high (*gene*^H−^), medium (*gene*^M−^), or low (*gene*^L−^) repression efficiency toward the target gene by binding the nontemplate DNA strand at the initial, middle, or terminal region, respectively. **b** Improvement of the FFAs titer upon repressing genes with medium or low efficiency compared with the titer obtained upon repressing genes with high efficiency. The gene targets were the genes marked with an asterisk in Fig. 2. The titers were obtained in batch cultivation of 30 g L^−1^ glycerol. Data are presented as mean ± SD (*n* = 3 biological replicates). Source data underlying (**b**) are provided as a Source Data file.

### Identification of potential targets in the cellular network via proteomic and transcriptomic analyses

To further explore potential gene targets that could facilitate FFAs production, we focused on the strains with high production of FFAs. In the above studies on CRISPRi-mediated genetic perturbation, the six engineered strains (*fadE*^H−^, *fadR*^H−^, *yccX* ^M−^, *atoB*^M−^, *gpsA*^L−^, and *ihfA*^L−^) achieved the highest FFAs titers (Fig. 2 and Supplementary Fig. 3), which were > 89% higher than that of the Control strain. Among these gene targets, *fadR* encodes the transcription factor FadR, which regulates the processes of fatty acid biosynthesis, degradation, and transport^40^; *ihfA* encodes the alpha subunit of integration host factor, which affects many cell functions (including DNA replication, recombination, and transcription) and influences gene expression on a global scale^41^; and the other four genes are involved in the competitive pathways of FFA biosynthesis (*yccX* and *gpsA*) and the beta-oxidation pathway (*fadE* and *atoB*). Considering the role of transcription factors in the extensive regulation of metabolic processes, we selected the *fadR*^H−^ and *ihfA*^L−^ strains for further analysis. Since overexpression of FadR could significantly enhance FFAs production^40^, we constructed a FadR-overexpressing strain (*fadR*^+^) that could produce a high titer of FFAs (1462 mg L^−1^) (Fig. 4a). Although these three FFAs-overproducing strains have different genotypes, they might have convergent regulatory responses that facilitate FFA biosynthesis. Thus, these three engineered strains (*ihfA*^L−^, *fadR*^H−^ and *fadR*^+^) and the Control strain were applied for proteomic and transcriptomic analyses to investigate the potential target genes and their underlying mechanisms in FFAs overproduction.

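Total RNA from 1 culture each of the Control, *ihfA* L-, *fadR* H-, and *fadR*+ strains was depleted of rRNA and sequenced as paired-end reads. The authors deposited the transcript level of 4439 genes in each library as FPKM, the number of fragments per kilobase of gene and per 1000000 mapped fragments. Each strain had 1 library, so no difference between strains has a replicate check and no p-values are given across genes. The ratio of a strain to Control was the log2 ratio of FPKM after a pseudocount of 1 was added to both values. The number of reads behind each library was recovered from the deposited values and was 2462885 in Control, 2259470 in *ihfA* L-, 3244677 in the library labelled HfadR (the label of *fadR* H-), and 4229679 in *fadR*+. The smallest share that these depths can show, 3 reads, was 1.22, 1.33, 0.925, and 0.709 per 1000000 reads, respectively. Ranges in parentheses after the log2 ratio of a gene are 95% confidence intervals, computed by the exact Clopper-Pearson method from the recovered reads of the gene. These intervals and floors cover counting error only. The modulated gene *ihfA* had 522 FPKM in Control (386 reads), 236 FPKM in *ihfA* L- (160 reads), 254 FPKM in the library labelled HfadR (247 reads), and 668 FPKM in *fadR*+ (847 reads). Its log2 ratio was -1.14 in *ihfA* L- (-1.42 to -0.88), -1.04 in the library labelled HfadR (-1.28 to -0.81), and 0.35 in *fadR*+ (0.18 to 0.53). The modulated gene *fadR* had 183.3 FPKM in Control (325 reads), 249.6 FPKM in *ihfA* L- (406 reads), 312 FPKM in the library labelled HfadR (729 reads), and 1800.4 FPKM in *fadR*+ (5483 reads). Its log2 ratio was 0.44 in *ihfA* L- (0.23 to 0.66), 0.76 in the library labelled HfadR (0.58 to 0.96), and 3.29 in *fadR*+ (3.13 to 3.46). The deposited level of *fadR* was thus not lower than Control in the library of the strain in which *fadR* was repressed, and this library is named by its label throughout. With the ratios of each pair centred on their median over genes, the log2 ratio of *fadR* was -0.93 in *ihfA* L- and -0.62 in the library labelled HfadR, and that of *ihfA* in *fadR*+ was -0.09. The gene *ihfB*, which encodes the other subunit of the integration host factor, had log2 ratios of -0.86 (-1.05 to -0.67), -1.05 (-1.23 to -0.87), and -0.57 (-0.72 to -0.42) in *ihfA* L-, the library labelled HfadR, and *fadR*+.

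**Figure D1:**
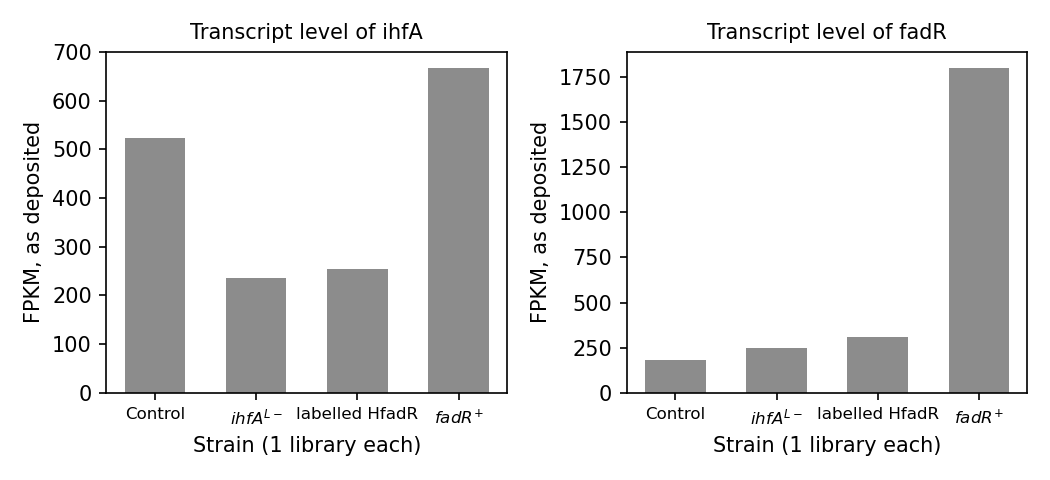
Deposited transcript level (FPKM, vertical axes from 0) of *ihfA* and *fadR* in the 4 strains (1 bar per library, no error bars because each strain had 1 library). The bar of *ihfA* is lowest in *ihfA* L- and in the library labelled HfadR, and the bar of *fadR* is highest in *fadR*+.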

**Fig. 4:**
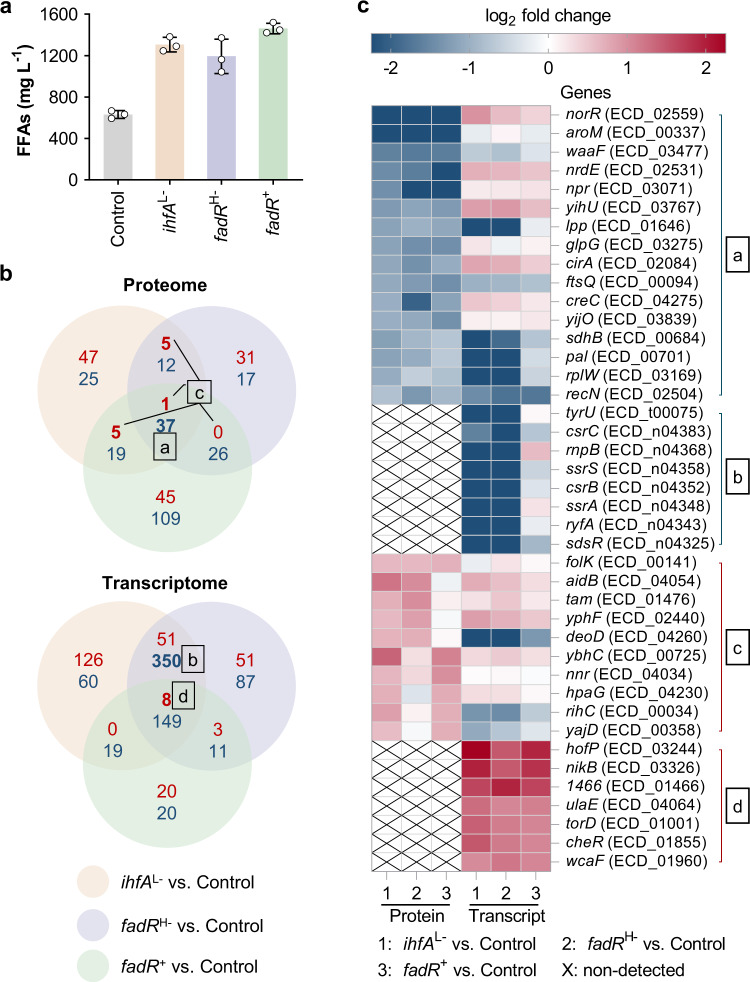
Proteomic and transcriptomic analyses for exploration of available targets for FFAs production. **a** FFAs titer of the overproducing strains *ihfA*^L−^, *fadR*^H−^, and *fadR*^+^ and the Control strain. The titers were obtained in batch cultivation of 30 g L^−1^ glycerol. These strains were applied to the omics analyses. Data are presented as mean ± SD (*n* = 3 biological replicates). **b** Venn diagram of differentially expressed genes. Blue numbers, genes expressed with decreased abundance; red number, genes expressed with increased abundance. Genes in sets a, b, c, and d had decreased abundance at the protein level, decreased abundance at the transcript level, increased abundance at the protein level, and increased abundance at the transcript level, respectively, in at least two FFAs-overproducing strains compared with the Control strain. **c** Abundance of the selected candidate genes at the protein and transcript levels. *1466* represents the gene numbered ECD_01466 in BL21(DE3). Genes in sets a, b, c, and d were selected from sets a, b, c, and d in (**b**). Source data are provided as a Source Data file.

Cells were sampled at the early stationary phase (24 h after IPTG induction) (Supplementary Fig. 4). 

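As deposited, the median FPKM over genes was 88.2 in Control, 198 in *ihfA* L-, 201 in the library labelled HfadR, and 119 in *fadR*+. The genes *tesA*, *ssrA*, and *rnpB*, which had the most reads over the 4 libraries, together took 34.2% of the reads in Control, 4.97% in *ihfA* L-, 4.14% in the library labelled HfadR, and 31.2% in *fadR*+. The median log2 ratio over all genes was 1.38 in *ihfA* L-, 1.38 in the library labelled HfadR, and 0.45 in *fadR*+. At a threshold of 2-fold, 2733 transcripts were higher and 315 were lower in *ihfA* L- than in Control. In the library labelled HfadR, 2761 were higher and 285 lower, and in *fadR*+ 340 were higher and 66 lower. The higher transcripts made up 89.7%, 90.6%, and 83.7% of the changed transcripts in these pairs. This split depended on the scaling of the libraries. With the ratios of each pair centred on their median, 169 transcripts were higher and 1104 lower in *ihfA* L-, 107 and 1073 in the library labelled HfadR, and 91 and 239 in *fadR*+, so that the higher ones made up 13.3%, 9.07%, and 27.6%. With a trimmed mean of the log2 ratios the higher transcripts made up 17.0%, 11.4%, and 28.4%, with quantile normalization of the 4 libraries 42.6%, 38.5%, and 47.8%, and with each library rescaled to the same sum 93.2%, 94.0%, and 74.1%. The q-values of the paper were not recomputed.

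**Figure D2:**
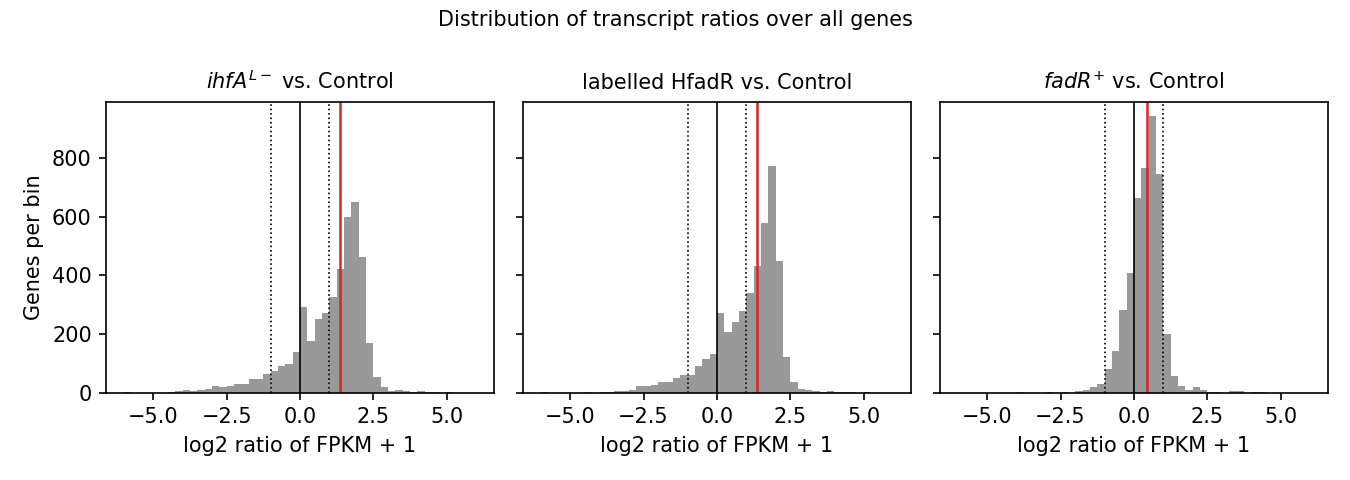
Number of genes (vertical axes, bins of width 0.25) by log2 ratio of FPKM + 1 to Control (horizontal axes) for the 3 strain pairs. Solid black lines mark equality, dotted lines a 2-fold change, and red lines the medians at 1.38, 1.38, and 0.45, which all lie right of equality.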

Hundreds of proteins and transcripts were differentially abundant in *ihfA*^L−^ vs. Control, *fadR*^H−^ vs. Control, and *fadR*^+^ vs. Control (Supplementary Figs. 5 and 6). The results indicated that FFAs overproduction might be affected not only by the metabolic processes in which the modulated gene is directly involved, but also by secondary cellular regulatory responses to genetic perturbation. 

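The changed transcripts of the 3 strain pairs were intersected at the 2-fold threshold. As deposited, 30 transcripts were lower and 290 were higher than Control in all 3 overproducing strains. Another 230 transcripts were lower and 2306 were higher in *ihfA* L- and the library labelled HfadR but not in *fadR*+. Centring on the median moved the largest of these counts the most, to 26 transcripts higher in *ihfA* L- and the library labelled HfadR but not in *fadR*+. It also reversed the split in all 3 strains, to 211 transcripts lower and 37 higher. The *tesA* transcript (ECD_00445), whose gene was engineered in the starting strain, had the largest fall when genes were ranked by the smallest of their 3 changes, from 259451 FPKM in Control to 17042 FPKM in *ihfA* L-, 19686 FPKM in the library labelled HfadR, and 18224 FPKM in *fadR*+. Its log2 ratios were -3.93 (-3.95 to -3.91), -3.72 (-3.74 to -3.71), and -3.83 (-3.85 to -3.82). The next falls were those of ECD_03634, with log2 ratios of -4.16, -3.39, and -1.91, and ECD_04388, with -1.90, -2.49, and -2.46, whose identifiers are not paired with names in the files. The 3 largest rises by this ranking were those of genes listed at 0 in Control, and they rest on few reads. ECD_t00016 had 23.3, 36.5, and 15.6 FPKM and ECD_n04334 had 32.5, 13.6, and 20.9 FPKM in *ihfA* L-, the library labelled HfadR, and *fadR*+, with fewer than 10 reads per library. The lower bounds of their log2 ratios were -0.47, 0.58, and -0.91 for the first and -0.0017, -1.67, and -0.54 for the second, so that counting error leaves room for no rise in all but 1 of these. The third had 12, 11, and 13 reads, with lower bounds of 1.60, 0.93, and 0.83. The lengths of these 3 genes were not known, and the shortest length that made all 4 values whole was used. Their recovered reads could thus be off by a factor, and these bounds with them.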

To identify common rewiring in these FFAs-overproducing strains, we plotted the differentially expressed genes of the three strain pairs in a Venn diagram (Fig. 4b). Considering the poor correlation between the proteome and the transcriptome, the candidate gene targets were selected based on their significantly differential abundance at the protein level (a and c) or the transcript level (b and d) (Fig. 4b) (see details in the Supplementary Note 2). 

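The log2 ratios of transcripts were set against the protein ratios that the paper reports for the same genes in Supplementary Fig. 5. Across the 1995 genes with both values, Spearman's rho was 0.04 in *ihfA* L- vs. Control. Across 1679 genes it was -0.00076 in the library labelled HfadR vs. Control. These correlations are across genes within 1 pair of libraries, and genes are not independent replicates. With quantile normalization, the setting that moved them most, they were 0.05 and 0.02. Among the 151 genes with a protein ratio past 1.5-fold in *ihfA* L-, 81 had a transcript ratio in the same direction as deposited and 88 after centring on the median. Among the 136 such genes in the library labelled HfadR, 49 had a transcript ratio in the same direction as deposited and 75 after centring. This comparison was not made for *fadR*+. Among genes of at least 600 bp above the Control median, the levels in both libraries compared had a rho with Control of -0.054 and 0.011. That of *fadR*+ was 0.73. A technical difference in both libraries could thus lower their correlations with proteins as well, and these values cannot tell. From the poor correlation of both levels, the paper reasons that candidates be taken at either level.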

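In set a, the 16 genes taken for lower protein levels had a median transcript log2 ratio of 1.30 in *ihfA* L-, 1.31 in the library labelled HfadR, and 0.38 in *fadR*+. As deposited, 4 of their transcripts were more than 2-fold lower in *ihfA* L-, 3 in the library labelled HfadR, and 1 in *fadR*+. The transcript of *lpp* fell by 3.91 (interval -4.09 to -3.75) on the log2 scale in *ihfA* L-, from 8492 FPKM in Control, and it had a log2 ratio of -3.46 (-3.59 to -3.34) in the library labelled HfadR. The log2 ratios of *pal* and *rplW* in *ihfA* L- were -3.07 (-3.33 to -2.84) and -3.28 (-3.77 to -2.86). The transcript of *recN* fell by 1.33 (-1.56 to -1.15) in *fadR*+ and was within 2-fold of Control in *ihfA* L- and the library labelled HfadR. After centring on the median, each pair taken alone had 8 of the 16 transcripts lower, against 5 of 16 as deposited, and the same 7 genes were lower in all 3 pairs, against 4 as deposited.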

As a result, 41 targets were selected, and their differential abundances at the protein and transcript levels are summarized in Fig. 4c. 

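By gene identifier, all 41 selected genes and all 108 genes related to FFA metabolism were found among the genes with a deposited FPKM. The number of genes that both lists share was 0.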

We found that these 41 genes included none of the 108 genes that we first selected from the genes related to FFA metabolism. 

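As deposited, the transcripts of 42 of the 108 genes were lower than Control in *ihfA* L-, 41 in the library labelled HfadR, and 46 in *fadR*+. Their median log2 ratio was 0.60 in *ihfA* L-, 0.74 in the library labelled HfadR, and 0.16 in *fadR*+. Among 10000 random lists of 108 genes matched on mean expression, the median of the list medians was 1.26, 1.28, and 0.40 in the 3 pairs. The median of the 108 genes lay at percentile 0, 0.02, and 0.02 of those lists, and at percentile 3.78, 14.6, and 6.42 of lists matched on the Control level, as a description of these libraries. Relative to the median over all genes, the transcripts of 76, 73, and 72 of the 108 genes were lower than Control. As deposited, 20 were more than 2-fold lower in *ihfA* L-, 18 in the library labelled HfadR, and 2 in *fadR*+, and 44, 48, and 2 were more than 2-fold higher. The paper's own protein ratios in Supplementary Data 2, which cover 84 of the 108 genes, were below 0.67 for 5 genes in *ihfA* L-, 5 in the library labelled HfadR, and 11 in *fadR*+.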

Although most of the 108 genes were expressed with decreased abundance (Supplementary Data 2), none met the selection standards for significantly differential abundance (fold change < 0.67 at the protein level) in three FFAs-overproducing strains. Thus, these 41 gene targets were newly identified and were not directly related to FFA biosynthesis.

To test the function of these 41 candidate targets in FFAs production, the corresponding modulation of each gene was conducted based on the differential abundance at the protein level (the a and c sets in Fig. 4c) or the transcript level (the b and d sets in Fig. 4c). We first applied CRISPRi to repress gene expression with high efficiency or utilized the P_BAD_ promoter to upregulate gene expression (Fig. 5a, c). 

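As deposited, 35 of the 41 selected genes had a transcript level that differed more than 2-fold between *ihfA* L- and Control, 23 of them higher and 12 lower. The 6 genes within 2-fold were *waaF*, *ftsQ*, *recN*, *csrC*, *rihC*, and *yajD*. All of these but *csrC* were selected by the paper at the protein level, so a transcript within 2-fold does not go against their selection. After centring, 23 of the 41 differed more than 2-fold, 6 of them higher and 17 lower. The lowest of the 41 ratios was that of *lpp*, and the highest was 3.38 for *hofP* (interval 2.39 to 5.08), which had 6 reads in Control and 66 in *ihfA* L-. The median of the 41 ratios was 1.38 and lay at percentile 53.6 of 10000 random lists matched on mean expression and at percentile 76.2 of lists matched on the Control level. The 41 genes join genes taken for lower levels with genes taken for higher ones, so this signed median cannot show whether they changed. Matched on mean expression, sets b and d, chosen on these same transcripts, lay at percentiles 0.12 and 99.98. Sets a and c, chosen on proteins, lay at 37.4 and 53.3.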

Considering that the selected genes were all differentially expressed in the *ihfA*^L−^ vs. Control strain pair (Fig. 4c), these targets were also manipulated in the *ihfA*^L−^ strain to test their effects on FFAs production (Fig. 5b, d). The plasmids carrying the cassettes for each candidate gene were transformed into the starting strain CF or the *ihfA*^L−^ strain (Fig. 5a, b). An FFA assay of the resulting strains showed that modulation of 26 of the identified genes enhanced FFAs production by over 20% in comparison to that in the Control or *ihfA*^L−^ strain (Fig. 5c, d). In particular, the highest FFAs production was obtained in the *ihfA*^L−^-*aidB*^+^ strain, in which the *ihfA* gene was repressed with low efficiency and the *aidB* gene was overexpressed under the P_BAD_ promoter. The titer reached up to 2052 mg L^−1^, which was 57% and 225% higher than the titers in the *ihfA*^L−^ and Control strains, respectively (Fig. 5d). In summary, 26 (*norR*, *nrdE*, *npr*, *yihU*, *glpG*, *ftsQ*, *creC*, *sdhB*, *pal*, *rplW*, *tyrU*, *crsC*, *rnpB*, *ssrS*, *csrB*, *ryfA*, *sdsR*, *folk*, *aidB*, *yphF*, *deoD*, *nnr*, *rihC*, *hofP*, ECD_01466, and *ulaE*) newly identified genes were determined to be beneficial targets that enhanced FFAs production.

**Fig. 5:**
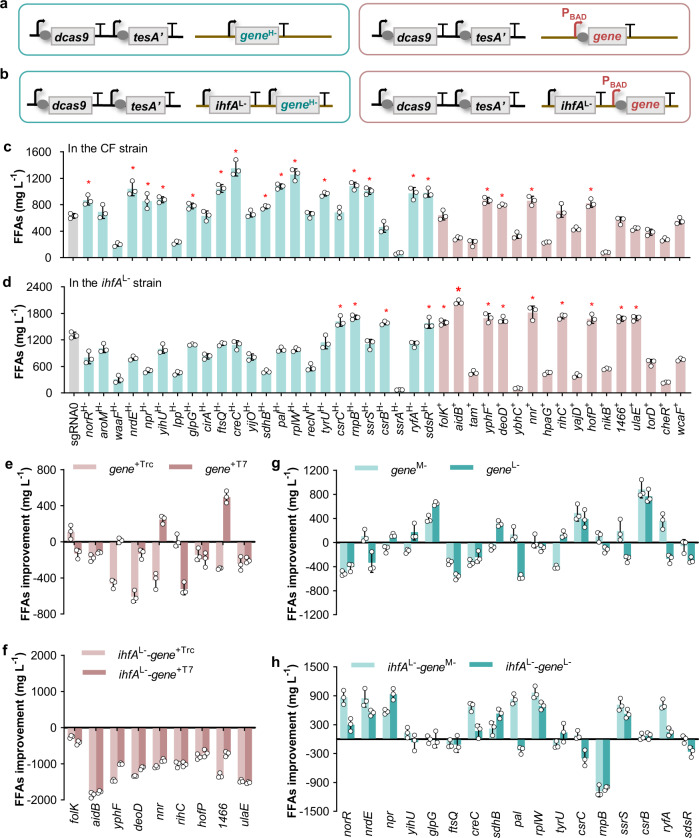
Reverse engineering of the candidate targets derived from omics analyses for identification of beneficial genes and tuning of gene expression for enhanced FFAs production. Schematic of cassettes used to repress or overexpress the target genes in the CF strain (**a**), or in the *ihfA*^L−^ strain (**b**). High repression was achieved by applying sgRNA *gene*^H−^, and overexpression was enabled by the P_BAD_ promoter. TesA′, dCas9, and sgRNAs were controlled by the P_T7_, P_Trc_, and P_R_ promoters, respectively. Effect of perturbation of the target genes on FFAs production in the CF strain (**c**) or in the *ihfA*^L−^ strain (**d**). Asterisk represents the strain in which the FFAs titer increased by over 20% compared with that in the reference strain in each bar chart, and the targeted genes are referred to as beneficial genes. Effect of tuning the expression of beneficial genes on FFAs production in the CF strain (**e**, **g**) or in the *ihfA*^L−^ strain (**f**, **h**). The overexpression was tuned by utilizing the P_Trc_ or P_T7_ promoter, and the repression was tuned by applying the sgRNA *gene*^M−^ or *gene*^L−^. Red bar, overexpression; green bar, repression. The titers were obtained in batch cultivation of 30 g L^−1^ glycerol. Data are presented as mean ± SD (*n* = 3 biological replicates). Source data underlying (**c**–**h**) are provided as a Source Data file.

Considering the significance of the gene expression level for improving product biosynthesis, we further tuned the expression level of each beneficial gene. We replaced the P_BAD_ promoter with the stronger promoter P_trc_ or P_T7_ (P_T7 > _P_trc > _P_BAD_)^42^ to control the overexpression of the beneficial genes. The results showed that only three strains exhibited increased FFAs production compared with strains with the corresponding gene controlled by the P_BAD_ promoter (Fig. 5e, f and Supplementary Fig. 7a, b). Additionally, we utilized sgRNAs that bind the nontemplate strand at the middle or terminal region to repress the beneficial gene with medium or low efficiency (Fig. 3a). We found that more than half of the engineered strains with the tuned gene repression level obtained further improved FFAs production compared with the strains with the corresponding gene repressed with high efficiency (Fig. 5g, h and Supplementary Fig. 7c, d).

From the candidate gene targets provided by omics analyses, 26 beneficial genes that could improve FFAs production were verified (Fig. 5). However, these newly identified beneficial gene targets were not present in the metabolic pathways directly related to FFA metabolism. To mine the related regulatory mechanisms for FFAs production, the functions of the 26 beneficial genes were analyzed by using the NCBI, KEGG, UniProt, and Gene Ontology database, and summarized into eight sets (Fig. 6 and Supplementary Data 3). Based on the FFAs titer of the corresponding engineered strains, the weight value (W value) of each set was calculated to characterize the effects on the enhancement of FFAs production. The eight sets were arranged in descending order of W value as follows: cell division; ncRNAs; cellular structure; transduction and transport; protein metabolism; energy metabolism; cofactor metabolism; and nucleic acid metabolism (Fig. 6 and Supplementary Data 3). Surprisingly, processes such as cell division, signal transduction, protein metabolism, and nucleic acid metabolism are seemingly irrelevant to FFA metabolism and thus generally inaccessible to target in the hypothesis-driven methods.

**Fig. 6:**
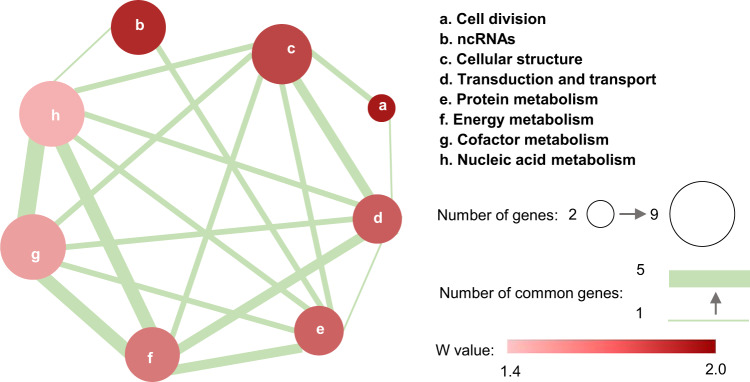
Functional network plot of the beneficial genes derived from omics analyses. The size of the node represents the number of genes within the function set. The node color represents the W value of the function set. The thickness of the line indicates the number of genes overlapping between two function sets. The W value was calculated by averaging the maximum FFAs ratio of the engineered strains corresponding to each gene in the function set. Genes and the FFAs ratio are shown in Supplementary Data 3. Source data are provided as a Source Data file.

Then, we further dissected the underlying connections between these enriched cellular processes and FFAs production. High repression of *ftsQ* or *pal* increased the intracellular FFAs concentration by 88% or 113%, respectively, compared with that in the Control strain (Supplementary Fig. 8), which might be associated with the increased cell volume for storing FFAs, since inactivation of either of the two genes could result in a deficiency in cell division and lead to the formation of long multiseptated cell chains^43,44^. Beneficial effects of the downregulation of membrane proteins (such as those encoded by the genes *glpG*, *ftsQ*, *creC*, and *pal*) might be associated with microbial tolerance to FFAs^45^. Downregulation of *creC*, a sensor for the early response to phosphate starvation^46^, was favorable for enhancing FFAs production, which is consistent with the promotive effects of cultivation under phosphate limitation^47^. The effect of *npr* downregulation and *yphF* upregulation may be associated with the reduction in nitrogen assimilation^48^ and the elevation of carbohydrate uptake^49^, indicating a regulatory role of nitrogen and carbon utilization in enhancing FFAs production. Repression of *rplW* (encoding 50 S ribosomal subunit protein L23), *tyrU* (encoding tRNA-Tyr), and *rnpB* (encoding M1 RNA, the catalytic component of the tRNA-processing enzyme RNase P) was associated with the inhibition of protein synthesis, which increased the partitioning of total carbon from protein to lipids^11^. Although seemingly irrelevant to FFA metabolism, modulating these genes could markedly boost FFAs production due to the complex interactions of cellular networks. These findings provide insights into linkages between cell functions and product biosynthesis, providing avenues for the construction of a superior microbial cell factory for biochemical overproduction.

### Enhancing FFAs production by combinatorial genetic perturbation

In the above studies on the modulation of candidate targets, we identified 56 beneficial genes (Figs. 2, 5c, d) and verified the corresponding beneficial sgRNAs that could be expressed to improve FFAs production (Fig. 2, Supplementary Fig. 3, Fig. 5c, d, and Supplementary Fig. 7c, d). All these beneficial sgRNAs are listed in Supplementary Data 4. The resulting strain *ihfA*^L−^-*aidB*^+^ achieved the highest FFAs titer of 2,052 mg L^−1^ (Fig. 5d). To further enhance FFAs production, we performed combinatorial multiplex perturbation of these beneficial genes. First, FFAs production of the *ihfA*^L−^-*aidB*^+^ strain in combination with each of the 88 beneficial sgRNAs was investigated (Fig. 7a). The sgRNAs *ihfA*^H−^, *ihfA*^M−^, and *ihfA*^L−^ were excluded from the combination, as the target gene *ihfA* was modulated in the *ihfA*^L−^-*aidB*^+^ strain. The results showed that *ihfA*^L−^-*aidB*^+^ in combination with *gadA*^H−^ (No. 15), *glcC*^H−^ (No. 26), *fabR*^L−^ (No. 45), *ssrS*^H−^ (No. 62), *ssrS*^M−^ (No. 74), or *ryfA*^M−^ (No. 76) improved FFAs production compared with the *ihfA*^L−^-*aidB*^+^ strain. Among these combinations, *ihfA*^L−^-*aidB*^+^ in combination with *ryfA*^M−^ (No. 76) obtained the highest FFAs titer of 2,550 mg L^−1^. Then, the corresponding strain *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^ was utilized for further combination with the other five beneficial sgRNAs (*gadA*^H−^, *glcC*^H−^, *fabR*^L−^, *ssrS*^H−^, and *ssrS*^M−^) (Fig. 7b). The final resulting strain *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ (*ihfA*^L−^-*aidB*^+^-*ryfA*^M−^ in combination with *gadA*^H−^, overexpressing *aidB* via the P_BAD_ promoter and repressing *ihfA*, *ryfA*, and *gadA* with low, medium, and high efficiency, respectively) produced 2,901 mg L^−1^ FFAs (Fig. 7b), the highest titer among all our engineered strains, 41% and 360% higher than that of the *ihfA*^L−^-*aidB*^+^ and Control strains, respectively. These results strongly demonstrate the significance of these identified beneficial targets for FFAs overproduction.

**Fig. 7:**
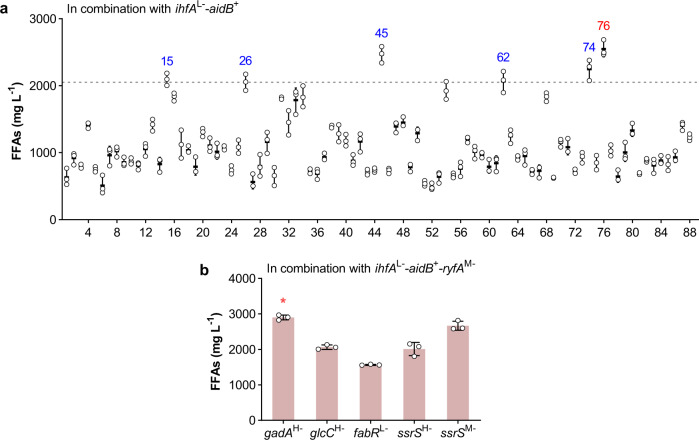
Combinatorial genetic perturbation for improved FFAs production. **a** FFAs production of *ihfA*^L−^-*aidB*^+^ in combination with each beneficial sgRNA. The gray line represents the FFAs titer of the *ihfA*^L−^-*aidB*^+^ strain. Numbers 1 to 88 represent the sgRNA *gpsA*^H−^, *plsY*^H−^, *pgpB*^H−^, *pgpC*^H−^, *pfkA*^H−^, *pykF*^H−^, *dld*^H−^, *pta*^H−^, *yccX*^H−^, *eutE*^H−^, *bioC*^H−^, *bioH*^H−^, *bioD*^H−^, *gabD*^H−^, *gadA*^H−^, *fadE*^H−^, *fadB*^H−^, *atoB*^H−^, *yqeF*^H−^, *fabR*^H−^, *fadR*^H−^, *asnC*^H−^, *fnr*^H−^, *cra*^H−^, *gadW*^H−^, *glcC*^H−^, *glpR*^H−^, *ihfB*^H−^, *torR*^H−^, *gpsA*^M−^, *yccX*^M−^, *bioC*^M−^, *gadA*^M−^, *atoB*^M−^, *cra*^M−^, *glpR*^M−^, *gpsA*^L−^, *pfkA*^L−^, *pta*^L−^, *bioH*^L−^, *bioD*^L−^, *gabD*^L−^, *gadA*^L−^, *atoB*^L−^, *fabR*^L−^, *asnC*^L−^, *cra*^L−^, *glp*R^L−^, *norR*^H−^, *nrdE*^H−^, *npr*^H−^, *yihU*^H−^, *glpG*^H−^, *ftsQ*^H−^, *creC*^H−^, *sdhB*^H−^, *pal*^H−^, *rplW*^H−^, *tyrU*^H−^, *csrC*^H−^, *rnpB*^H−^, *ssrS*^H−^, *csrB*^H−^, *ryfA*^H−^, *sdsR*^H−^, *norR*^M−^, *nrdE*^M−^, *glpG*^M−^, *creC*^M−^, *pal*^M−^, *rplW*^M−^, *csrC*^M−^, *rnpB*^M−^, *ssrS*^M−^, *csrB*^M−^, *ryfA*^M−^, *sdsR*^M−^, *npr*^L−^, *yihU*^L−^, *glpG*^L−^, *creC*^L−^, *sdhB*^L−^, *rplW*^L−^, *tyrU*^L−^, *csrC*^L−^, *rnpB*^L−^, *ssrS*^L−^, and *csrB*^L−^, respectively. Blue number, FFAs titer in the corresponding strain was increased compared with that in the *ihfA*^L−^-*aidB*^+^ strain; red number, the corresponding strain obtained the highest FFAs titer, which was applied for the next round of combination. **b** FFAs production of *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^ in combination with *gadA*^H−^, *glcC*^H−^, *fabR*^L−^, *ssrS*^H−^, or *ssrS*^M−^. Asterisk represents the strain that produced the highest FFAs titer, and this strain was applied to the next fed-batch fermentation. The titers were obtained in batch cultivation of 30 g L^−1^ glycerol. Data are presented as mean ± SD (*n* = 3 biological replicates). Source data are provided as a Source Data file.

To elucidate the mechanism of FFAs overproduction in the *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ strain, we analyzed the effect of modulating the target genes. *ihfA* encodes the alpha subunit of the integration host factor, which affects DNA replication, recombination, and transcription^41^. Low repression of *ihfA* induces comprehensive regulation of gene expression (including *aidB* and *ryfA*) that promotes FFAs production (Supplementary Figs. 5, 6 and Fig. 5c, d). *aidB* encodes a DNA repairing protein involved in adaptive response of cells. 

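The transcript of *aidB* (ECD_04054) had 152 FPKM in Control (608 reads) and 642 FPKM in *ihfA* L- (2360 reads), a log2 ratio of 2.07 (1.95 to 2.21). Its log2 ratio was 0.70 after centring on the median over genes. The transcript of *ryfA* (ECD_n04343) had 622 FPKM in Control (466 reads) and 146 FPKM in *ihfA* L- (100 reads), a log2 ratio of -2.09 (-2.42 to -1.78). After centring it was -3.46, so that its direction held under both scalings.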

Overexpression of *aidB* protects cells from cytotoxic effects of acidified cytoplasm or alkylating agents (released as byproducts of cellular metabolism)^50,51^. *ryfA* encodes a small RNA (sRNA) with unknown functions. Nevertheless, bacterial sRNAs have been characterized as native mediators of stress responses^52–54^. Repression of *ryfA* decreases membrane damage under stress conditions^55^. *gadA* encodes glutamate decarboxylase A, which catalyzes the decarboxylation of glutamate and produces carbon dioxide. sgRNA targeting *gadA* would also inhibit the expression of the downstream gene *gadX* (encoding an activator of the glutamate decarboxylase system) in the same operon^56^, resulting in coordinated repression of *gadA*. Repression of *gadA* could decrease the production of carbon dioxide, a toxic byproduct inhibitory to cellular metabolism^57^. Overall, we speculate that genes modulation in the *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ strain improves the cellular stress responses to protect cells from toxic effects and support the cellular phenotype of FFAs overproduction. In pursuit of a high titer of the desired product, microbial cells often encounter harsh and complex stressors, such as toxic byproducts and polytropic environments^1^. Thus, enhancing stress responses to reinforce microbial stress tolerance is a promising method to improve biochemicals production.

### FFAs production by fed-batch fermentation

To further evaluate the potential of our optimized strain *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ in a scaled-up process, fed-batch fermentations were performed in 5 L fermenters using the dO_2_-stat feeding strategy (details described in the “Methods”). The *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ strain produced an exceptionally high titer of FFAs (30.0 g L^−1^ titer and 0.689 g L^−1^ h^−1^ productivity) (Fig. 8a) in comparison to both the Control strain (8.6 g L^−1^ titer and 0.231 g L^−1^ h^−1^ productivity) (Supplementary Fig. 9a) and previously published values of FFAs fermentation performance in *E. coli*^58^. Duplicate fermentation of the *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ strain resulted in a similar titer and productivity (Supplementary Fig. 9b). Extracellularly secreted FFAs were clearly visible at the top of the culture medium after centrifugation (Fig. 8b). Moreover, floating dead cells or fatty acid particles^58,59^ were precipitated and stuck on the inner wall of the fermenter and on the sensors over the course of the fermentation process (Supplementary Fig. 9c, d), exhibiting an additional amount of FFAs that is difficult to accurately quantify and not included in the FFAs titers.

**Fig. 8:**
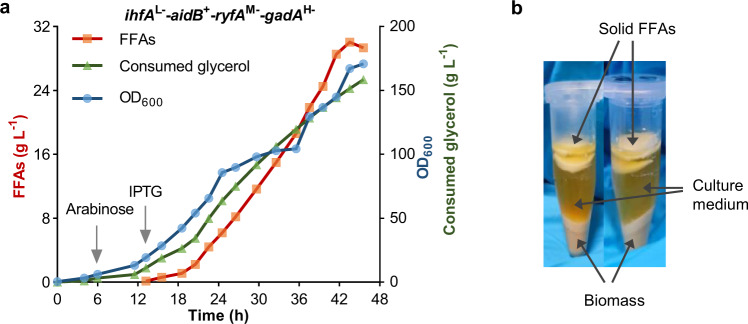
Fed-batch fermentation of the *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ strain for FFAs production in a 5 L bioreactor. **a** Time courses of cell growth, glycerol consumption, and FFAs production of the *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ strain during fed-batch fermentation (Batch 1). The result of a duplicate fermentation (Batch 2) is shown in Supplementary Fig. 9b, exhibiting a similar titer and productivity. **b** Solid FFAs layer after centrifugation. After fermentation, 1 mL of sample was picked up and centrifuged at 5000 × *g* for 15 min. Source data underlying (**a**) are provided as a Source Data file.

## Discussion

Genome-scale identification of beneficial gene targets is especially necessary for improving the production of desired products since microbial biosynthesis is subject to sophisticated interactions. In our work, we took advantage of the CRISPRi system and omics analyses to identify beneficial genes for FFAs overproduction from candidate targets that are directly related or seemingly irrelevant to FFA metabolism (Supplementary Fig. 10 and Supplementary Data 1). First, a set of 108 candidate targets was selected in a hypothesis-driven manner based on the competitive or regulatory roles of the genes in FFA biosynthesis (Fig. 1). We identified 30 beneficial genes from these targets via CRISPRi-mediated repression with high efficiency (Fig. 2). We further evaluated each of these 30 genes at two repression levels and obtained strains with further enhanced FFAs production (Fig. 3b). Considering the high titer of FFAs and the extensive regulation of genetic networks, three FFAs-overproducing strains (*ihfA*^L−^, *fadR*^H−^, and *fadR*^+^) that modulated transcription factors and the Control strain were applied for comparative transcriptomic and proteomic analyses, leading to the discovery of a set of 41 candidate targets that were significantly differentially expressed (Fig. 4). From these gene targets, we identified 26 beneficial genes (Fig. 5c, d), which were associated with cell division, ncRNAs, signal transduction, transport, protein metabolism, and nucleic acid metabolism, etc. (Fig. 6). We further evaluated each of these 26 genes at two expression levels and obtained strains with further enhanced FFAs production (Fig. 5e–h). Overall, we identified 56 beneficial genes that could significantly improve FFAs production, 30 of which were directly related to FFA metabolism and 26 of which were seemingly irrelevant to FFAs production. By combinatorial perturbation of the identified genes (repressing *ihfA*, *ryfA*, and *gadA* and overexpressing *aidB*), we obtained the optimized strain *ihfA*^L−^-*aidB*^+^-*ryfA*^M−^-*gadA*^H−^ (Fig. 7), producing 30.0 g L^−1^ FFAs (0.689 g L^−1^ h^−1^ productivity) in fed-batch fermentation (Fig. 8). These titer and productivity of the microbial FFAs production are high in comparison to previous studies (Supplementary Table 1). Our findings shed light on the connection between target metabolite biosynthesis and complex interaction networks, aiding in exploiting the full cellular potential for further improvement in the production of target chemicals. This combined method for identifying beneficial targets and unleashing the cellular potential may be extended to other microbes to optimize the production of other desired chemicals.

In this work, we utilized CRISPRi to readily downregulate gene expression by blocking transcription elongation^24,25^. Several other strategies could also be utilized to achieve gene repression^60,61^. RNA interference (RNAi) can downregulate gene expression by translational inhibition or transcript degradation; however, RNAi is limited to eukaryotes that have the proper host machinery^60^. In bacteria, gene repression can be achieved by knocking down the translation of selected target mRNAs by using synthetic sRNAs^61^. Both CRISPRi and sRNAs can be easily designed and readily implemented with varied efficiency and multiplex combination, enabling rapid screening of beneficial knockdown targets, including genes involved in essential metabolism, for enhanced production of biochemicals. An advantage of CRISPRi is that diverse regions, such as trans-acting small ncRNAs and cis-encoded untranslated regions, can be targeted, enabling the acquisition of additional regulatory knowledge. As a result, several beneficial ncRNAs, such as those encoded by *ryfA* and *ssrS*, were identified in our work, and the corresponding regulation greatly improved FFAs production (Fig. 5).

In the process of target identification, we observed an intriguing phenomenon of FFAs overproduction upon modulation of the *fadR* gene. Overexpression of *fadR* could increase the output of FFAs, as shown in a previous study^40^, which was also verified in our *fadR*^+^ strain in this study (Fig. 4a). Conversely, we found that high repression of *fadR* (*fadR*^H−^) could also enhance FFAs production (Fig. 4a). To reveal the mechanisms underlying FFAs overproduction in the *fadR*^+^ and *fadR*^H−^ strains, we analyzed the data acquired from proteomic and transcriptomic analyses of these two strains compared with the Control strain (Supplementary Fig. 11a, b). 

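Among the genes of Supplementary Fig. 11a, the transcripts of 9 of the 12 fatty acid synthesis genes were lower than Control in the library labelled HfadR, and in *ihfA* L- as well 9 of 12 were lower. The median log2 ratio of the 12 genes was -0.43 in both pairs. Among 10000 random lists of 12 genes matched on mean expression it lay at percentile 0.2 in the library labelled HfadR and 0.36 in *ihfA* L-, but among lists matched on the Control level it lay at 7.98 and 12.9. Centred on the median over all genes, or with a trimmed mean or quantile normalization, all 12 were lower in both pairs, and with each library rescaled to the same sum 8 of 12 were. The lowest log2 ratios in the library labelled HfadR were -1.62 for *accB* (-1.83 to -1.42), -1.46 for *accC* (-1.64 to -1.31), and -1.42 for *fabI* (-1.57 to -1.28). The transcripts of *accD*, *fabH*, and *fabA* were higher as deposited, by log2 ratios of 0.15 (0.02 to 0.29), 0.29 (0.08 to 0.52), and 0.74 (0.49 to 1.01). The transcripts of all 8 fatty acid degradation genes were more than 2-fold higher than Control as deposited in the library labelled HfadR, with log2 ratios between 1.34 for *fadI* and 1.94 for *atoB*. Their median lay at percentile 80.4 of the random lists matched on mean expression and 68.8 of those matched on the Control level, and centred on the median over all genes 6 of the 8 were higher and none changed 2-fold. All 8 degradation genes were also more than 2-fold higher as deposited in *ihfA* L-, with log2 ratios between 1.35 and 1.92. After centring 7 of the 8 were higher there and none changed 2-fold. The directions given for the library labelled HfadR come from a library in which *fadR* was not lower than Control as deposited.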

FadR is a transcription factor that controls the expression of genes involved in FFA metabolism^40^. We found that the abundance of AccD, FabB, and FabI in the FFA biosynthetic pathway was significantly increased (fold change of 1.96, 2.14, and 1.63, respectively) in *fadR*^+^ vs. Control (Supplementary Fig. 11a). Thus, overexpression of *fadR* strengthened the FFA biosynthetic pathway, resulting in FFAs overproduction in the *fadR*^+^ strain (Supplementary Fig. 11c). 

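At the transcript level in *fadR*+, *accD* had a log2 ratio of 0.45 (0.33 to 0.58), *fabB* of 0.44 (0.33 to 0.55), and *fabI* of 0.11 (0.0036 to 0.21). As deposited, 10 of the 12 fatty acid synthesis genes were higher than Control in *fadR*+. Centred on the median over all genes, 3 of the 12 were higher, with a trimmed mean 4, with quantile normalization 9, and with each library rescaled to the same sum 8. Of the 12 transcripts, that of *accB* was more than 2-fold changed and fell by 1.11 (-1.27 to -0.94) on the log2 scale, and it stayed lower under all 4 of these scalings. The median of the 12 genes was 0.25 and lay at percentile 28.6 of 10000 random lists matched on mean expression, but at percentile 91.3 of lists matched on the Control level. The 8 fatty acid degradation genes had log2 ratios between 0.21 for *fadB* and 0.81 for *fadA* as deposited, and 5 of the 8 were higher after centring.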

Regarding the *fadR*^H−^ strain, we speculated that high repression of *fadR* could enhance cellular responses to reconcile intracellular and environmental stresses, maintaining a functional cellular state to facilitate FFAs overproduction (Supplementary Fig. 11c). On the one hand, we observed that the abundance of several sRNAs, such as those encoded by *ssrS* and *ryfA*, was significantly decreased (fold change < 0.5) in *fadR*^H−^ vs. Control (Supplementary Fig. 11b). 

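In the library labelled HfadR, *ssrS* had 268 FPKM (160 reads) against 1015 FPKM in Control (460 reads), a fold change of 0.265 and a log2 ratio of -1.92 (-2.19 to -1.66). *ryfA* had 188 FPKM (185 reads), a fold change of 0.302 and a log2 ratio of -1.73 (-1.98 to -1.48). Under the 4 other scalings of the libraries, the log2 ratio stayed between -3.30 and -1.56 for *ssrS* and between -3.11 and -1.37 for *ryfA*. The library is the one in which *fadR* itself was not lower than Control as deposited.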

Modulation of these sRNAs, native mediators of stress responses, enables the cell to respond to stresses to support the overproduction phenotype^52–54^. On the other hand, we also found that the protein and transcript abundances of *aidB* were increased (fold change of 2.02 and 1.47, respectively) in *fadR*^H−^ vs. Control (Supplementary Fig. 11b). 

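In the library labelled HfadR, the *aidB* transcript had 572 FPKM (3018 reads), a fold change of 3.75 as deposited and a log2 ratio of 1.91 (1.79 to 2.04). Under the 4 other scalings of the libraries its log2 ratio stayed between 0.53 and 2.26. In *fadR*+ it had 254 FPKM (1745 reads) and a log2 ratio of 0.74 (0.61 to 0.88).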

Increased expression of AidB serves to protect cells from the cytotoxic effects of an acidified cytoplasm or alkylating agents^50,51^. In fact, a similar phenomenon wherein both up- and downregulating the expression of a gene could facilitate product biosynthesis has been previously observed, for example, the improved production of lycopene upon overexpressing or deleting the *POX2* gene (encoding acyl-CoA oxidase)^62,63^.

Our study demonstrates that the identification of crucial gene targets is of enormous importance in engineering microbes for enhanced production of desired biochemicals. Further effort should be made for multilevel and large-scale identification of beneficial gene targets in the chromosomes of microbes. For example, the CRISPRa (CRISPR activation) method could be utilized to identify genes that would enhance target chemical production by upregulation of specific genes. CRISPRa enables the activation of endogenous targets by expressing the activator and the dCas9-sgRNA complex^37,64–68^. In bacteria, however, CRISPRa currently has stringent requirements for effective target sites and lacks general functional activators^37,65,66^, which constrain its wide applications. Additionally, interconnected with high-throughput screening of a desired phenotype, it would be better to apply a genome-scale sgRNA library for identifying beneficial targets from the complete list of directly related and seemingly irrelevant genes^69,70^. Future advances in genome-scale technologies and high-throughput screening methods will enable systematic and comprehensive identification of potential chromosomal gene targets, unleashing the full cellular potential for microbial biosynthesis.

## Methods

### Experimental materials

All strains and plasmids used in this study are listed in Supplementary Data 5 and Supplementary Data 6, respectively. All genes targeted in this study are listed in Supplementary Data 1. In consideration of the polar effect of CRISPRi^56^, the operon context of each gene is also summarized in Supplementary Data 1. *E. coli Trans*1-T1 was used for cloning. *E. coli* BL21(DE3) and its derived strains were used for fermentation. Plasmids pACYCDuet-1, YX210, YX212, and YX213 were used as the vectors for the expression of dCas9, GFP, or TesA′. Plasmid Sg-S (with two BsaI restriction sites) was constructed and used as a platform vector for the expression of various sgRNAs. Plasmids Sg-BAD, Sg-Trc, and Sg-T7 were used as the vectors for the expression of chromosome genes. Plasmids, excluding that expressing sgRNAs, were constructed by standard enzyme digestion and ligation. Target site complementary sequences of sgRNAs were designed according to a previous study^25^. Custom-designed spacers were inserted into plasmid Sg-S by one-step Golden Gate assembly^37,71^, allowing rapid construction of plasmids for the expression of sgRNAs targeting any genomic locus of interest. Briefly, the designed forward and reverse primers were annealed to obtain a double-stranded inserted fragment, which could be cleaved by BsaI and ligated into plasmid Sg-S by T4 DNA ligase, resulting in the desired sgRNA expression plasmid Sg-*gene*^H/M/L−^. Primers annealed to custom-designed spacers and primers used to amplify genes from *E. coli* genomic DNA are listed in Supplementary Data 7 and Supplementary Data 8, respectively. DNA sequences used in this study are listed in Supplementary Data 9. The construction of plasmids is presented in Supplementary Fig. 12.

### Culturing conditions and media

To assess FFAs production by different recombinant *E. coli* strains, fermentation was performed in 34 mL glass tubes (180 mm in length and 18 mm in caliber) containing 5 mL of modified M9 medium with oblique and orbital shaking at 220 rpm and 30 °C. Each strain was inoculated from a freshly transformed single colony in LB agar plate to 2 mL of LB medium as seed culture. When cell accumulation reached stationary phase, 1% (V/V) of seed culture was re-inoculated to 5 mL of modified M9 medium in a glass tube. The tube cultures were induced with 1 mM IPTG at an OD_600_ of about 1.0 and allowed to grow for an additional 40 h. When the P_BAD_ promoter was applied, 10 mM arabinose was utilized to induce gene expression at an OD_600_ of 0.5–0.6. This sequential addition of arabinose and IPTG was to avoid the inhibition of the arabinose-inducible promoter P_BAD_ expression system by IPTG^72^, which was also applied in many previous studies^19,73^. Tube cultivations were performed in three biological replicates. For proteomic and transcriptomic analyses, fermentation was implemented in 250 mL unbaffled Erlenmeyer flasks containing 50 mL of modified M9 medium with the identical culturing procedures of tube fermentation. Flask cultivations were performed in two biological replicates. Glycerol, a byproduct of soap manufacturing, is utilized here as a common feedstock for FFAs production in *E. coli* (Supplementary Table 2). Modified M9 medium used for tube and flask fermentation^74^ was as described: 17.1 g L^−1^ Na_2_HPO_4_·12H_2_O, 3 g L^−1^ KH_2_PO_4_, 0.5 g L^−1^ NaCl, 2 g L^−1^ NH_4_Cl, 2 g L^−1^ yeast extract, 30 g L^−1^ glycerol, 0.25 g L^−1^ MgSO_4_·7H_2_O, 11.1 mg L^−1^ CaCl_2_, 10 mg L^−1^ thiamine, and 0.1% (v/v) Triton-X100. 1 mL L^−1^ metal trace stock solution was also supplemented, which contained 27 g L^−1^ FeCl_3_·6H_2_O, 2 g L^−1^ ZnCl_2_, 2 g L^−1^ Na_2_MoO_4_·2H_2_O, 1.9 g L^−1^ CuSO_4_·5H_2_O, and 0.5 g L^−1^ H_3_BO_3_. pH was adjusted to about 7.2 by Tris. If necessary, 34 μg mL^−1^ chloramphenicol or 100 μg mL^−1^ carbenicillin was supplemented.

For fed-batch fermentation, an overnight LB culture (1 mL) of the freshly transformed single colony in 34 mL glass tubes was re-inoculated into 100 mL of modified mineral medium (6 g L^−1^ NH_4_Cl, 8.5 g L^−1^ KH_2_PO_4_, 0.5 g L^−1^ citrate, 5 g L^−1^ yeast extract, 15 g L^−1^ glycerol, 1 g L^−1^ MgSO_4_·7H_2_O, 0.07 g L^−1^ CaCl_2_·2H_2_O, 4 mL L^−1^ metal trace stock solution, and 100 mg L^−1^ thiamine)^74^ with 34 μg mL^−1^ chloramphenicol and 100 μg mL^−1^ carbenicillin in 500 mL unbaffled flasks. When OD_600_ reached 3-4, 200 mL of culture was re-inoculated into a 5 L bioreactor (T&J, China) with 1.8 L of modified mineral medium, 34 μg mL^−1^ chloramphenicol, and 100 μg mL^−1^ carbenicillin. Fermentation temperature was set at 30 °C and pH was controlled at 7 by feeding 6 N ammonium hydroxide via an auto pump. Air flow rate was maintained at around 2 L min^−1^. The dissolved oxygen (dO_2_) concentration was controlled above 30% by agitation cascade (300–800 rpm). When cell density (OD_600_) reached about 6 and 17, 10 mM arabinose (when the P_BAD_ promoter was applied) and 1 mM IPTG were added into the fermentation cell culture, respectively. Feeding medium (2.47 g L^−1^ MgSO_4_·7H_2_O, 500 g L^−1^ glycerol, and 100 g L^−1^ yeast extract) was fed to the fermentation culture when the initial glycerol was almost depleted and the dissolved oxygen showed a sharp increase. The carbon source restriction strategy was carried out by dO_2_ concentration, given that the dO_2_ level immediately spiked once the carbon source was run out. Once the dO_2 _> 60%, the feeding would automatically start at 5 mL min^−1^ until dO_2_ < 60%. Antifoam (Sigma) was added automatically as needed. Broth samples (about 5 mL) were collected at a series of time points to measure cell density and stored at −20 °C for further measurements of glycerol and FFAs.

### GFP fluorescence assay

The fluorescence signal of GFP was used to characterize the repression efficiency of the CRISPRi system. Culturing procedures and induction process of the GFP reporting strains were the same as tube fermentation of the FFAs-producing strains. For each tube, 200 μL of the sample was diluted into the linear range of the detector with phosphate-buffered saline (PBS) at 20 h after IPTG induction. Fluorescence intensity (excitation at 485 nm and emission at 520 nm) and cell density (OD_600_) were detected using 96-well polystyrene plates (black plate with a clear bottom) (Corning Incorporated 3603, USA) and a microplate reader (SpectraMax M2, Molecular Devices, USA). The relative fluorescence intensity was first normalized using OD_600_ and then subtracted that of blank *E. coli* BL21(DE3). Experiments were performed in three biological replicates.

### Metabolite extraction and analysis

FFAs titers in whole-cell culture (only FFAs were measured in this study) were quantified following previously published methods^75^. Specifically, 0.5 mL of cell culture (or an appropriate volume of cell culture diluted to 0.5 mL) was acidified with 50 μL of concentrated HCl, spiked with 120 μg of heptadecanoic acid as internal standard. The cell culture was extracted twice with 0.5 mL of ethyl acetate. The extracted FFAs were then determined using a Thermo Scientific TRACE 1300 gas chromatograph (GC) equipped with a TG-WaxMS A column (30 m × 0.32 mm × 0.25 µm; Thermo Scientific) and a Flame Ionization Detector (FID) operating under constant flow rate of the carrier gas (nitrogen) at 1 mL min^−1^. The following temperature program was used: hold at 50 °C for 1 min, then heat to 245 °C at 30 °C min^−1^ and hold at this temperature for 22.5 min. Individual fatty acid species were qualified by authentic homologous standards and quantified by comparing the peak areas with that of the internal standard using the Chromeleon 7.1 software. Total concentrations of FFAs were calculated as the sum of C_12_ to C_18_ (saturated and monounsaturated).

Glycerol concentration was determined by high-performance liquid chromatography (HPLC) following Waters standard protocols. Briefly, filtered culture supernatants were analyzed by a Waters HPLC system including a Waters e2695 separation module, a Waters 2414 refractive index detector (RID) and an Aminex HPX-87H column (Bio-Rad). The separation was performed through elution with 5 mM H_2_SO_4_ at a flow rate of 0.6 mL min^−1^ at 65 °C for 30 min.

### Proteomic analysis

Cells were harvested by centrifugation at 3000 ×g for 5 min at 24 h after IPTG induction and flash frozen in liquid nitrogen. For protein preparation, cells were resuspended in 600 μL of lysis buffer (0.05 M Tris, pH 8, 1% SDS, and 8 M Urea) and disrupted by ultrasonication for 5 min (cycles with 2 s work and 3 s pause). After centrifugation at 18,000 × *g* and 4 °C for 20 min, the supernatant was reduced with 10 mM dithiothreitol for 1 h at 56 °C, and subsequently alkylated with sufficient iodoacetamide for 1 h at room temperature in the dark. Samples were subjected to protein precipitation by being vortexed with pre-cooled acetone. After centrifugation, the precipitate was collected, dried, and re-dissolved in 600 μL of Urea buffer (0.05 M Tris, pH 8, and 8 M Urea). The protein samples were quantified by the Bradford method. A total of 100 μg of each sample was trypsin-digested overnight. After desalination, the tryptic peptides were lyophilized, re-dissolved in 0.5 M triethylammonium bicarbonate (TEAB) buffer, and then labeled using 8-plex iTRAQ reagents (AB SCIEX) as manual described. The tryptic peptides from the Control, *ihfA*^L−^ (LihfA), *fadR*^H−^ (HfadR), and *fadR*^+^ (OfadR) strains were labeled with iTRAQ tags 113, 114, 115, and 116, respectively. After labeling, the samples were fractioned and then analyzed using a Q Exactive HF mass spectrometer (Thermo Scientific). The raw data obtained from mass spectrometry detection were deposited as ‘raw.7z’. Peptide identification and quantification were then conducted by Beijing Novogene Bioinformatics Technology Co., Ltd (China) using the Proteome Discoverer 2.2 software (Thermo Scientific), and the results were deposited as ‘search.7z’. The raw MS data ‘raw.7z’and the peptide identification and quantification data ‘search.7z’ are associated with the ProteomeXchange Consortium accession PXD017890.

### Transcriptomic analysis

Cells were harvested after 24 h of IPTG induction by quick centrifugation at 10,000 × *g* for 1 min and immediately frozen in liquid nitrogen. Total RNA was extracted using the RNAprep pure Cell/Bacteria Kit (Tiangen) following lysozyme treatment. RNA degradation and contamination were monitored on 1% agarose gels. RNA concentration was measured by Qubit^®^ RNA Assay Kit in Qubit^®^ 2.0 Flurometer (Life Technologies, CA, USA) and RNA integrity was assessed on a 2100 Bioanalyzer (Agilent Technologies, CA, USA). rRNA was removed using a Ribo-zero kit that left the mRNA. A total of 3 μg RNA was used as an input per sample. Sequencing libraries were generated using a NEBNext^®^UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) following the manufacturer’s instructions, and index codes were added to attribute sequences to each sample. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 4000 platform and paired-end reads were generated. The data were analyzed by Beijing Novogene Bioinformatics Technology Co., Ltd (China). Control, LihfA, HfadR, and OfadR represent the Control, *ihfA*^L−^, *fadR*^H−^ and *fadR*^+^ strains, respectively.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information file

Supplementary Data 1-9

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this article is available as a Supplementary Information file. The mass spectrometry-based proteome data generated in this study have been deposited in ProteomeXchange Consortium via the iProX partner repository under accession code PXD017890. The transcriptome data generated in this study have been deposited in Gene Expression Omnibus under accession code GSE146162. Nucleotide sequences of pCF, Sg-S, sgRNA0-biobrick, T7-T1, Trc-T1, and BAD-T1 have been deposited in NCBI Genbank under accession codes MZ567118, MZ567119, MZ567120, MZ567121, MZ567122, and MZ567123 respectively. GraphPad Prism 8 was used to plot data. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Genome-scale target identification in Escherichia coli for high-titer production of free fatty acids
**Source:** Nat Commun. 2021 Aug 17;12:4976. doi: 10.1038/s41467-021-25243-w
**Supplement:** Supplementary file 1 — Supplementary Information file

**Genome-scale target identification in *Escherichia coli* for high-titer  
production of free fatty acids**

Fang *et al.*

## **Supplementary Note 1. Construction of a functional CRISPRi system in *E. coli* BL21(DE3)**

When CRISPRi technology is utilized in metabolic engineering, it is usually to first construct a functional CRISPRi system that can achieve high repression<sup>1,2</sup>. However, high-level dCas9 could cause severe inhibition of cell growth and abnormal expression of genes in a strain-specific manner<sup>3,4</sup>. Thus, it is extremely important to determine a superior dCas9 expression level. We constructed plasmids with dCas9 expressed under the control of four different promoters. The expression strengths of these promoters were in the order  $P_{T7} > P_{T5} > P_{Trc} > P_{BAD}$ <sup>5</sup>. With green fluorescent protein (GFP) as a characterization signal, fluorescence-based reporter plasmids were constructed. The plasmid *Sg-gfp<sup>H</sup>* was constructed to express sgRNA *gfp<sup>H</sup>*, targeting the nontemplate strand of GFP at a position ~38 nucleotides downstream of the start codon<sup>6</sup>. We found that the OD<sub>600</sub> of the G1 and G2 strains was greatly decreased compared with that of the G0 strain, while that of the G3 and G4 strains was hardly affected (Supplementary Fig. 1a). In addition, the strains with dCas9 regulated by the  $P_{Trc}$  promoter (g3 and G3) showed a 93% reduction in GFP fluorescence (Supplementary Fig. 1b). Thus, we selected dCas9 controlled by the  $P_{Trc}$  promoter to construct the CRISPRi system in BL21(DE3), achieving high repression efficiency without affecting cell growth.

## **Supplementary Note 2. Selection of candidate targets from differentially expressed genes for reverse engineering**

The *norR*, *aroM*, *waaF*, *nrdE*, *npr*, *yihU*, *lpp*, *glpG*, *cirA*, *ftsQ*, *creC*, *yijO*, *sdhB*, *pal*, *rplW*, and *recN* genes were selected based on their significantly decreased abundance at the protein level in three FFAs-overproducing strains (fold change < 0.67, set a of Fig. 4b). We also selected 8 non-coding RNAs (ncRNAs) (namely, *tyrU*, *csrC*, *rnpB*, *ssrS*, *csrB*, *ssrA*, *ryfA*, and *sdsR*) with decreased abundance at the transcript level in two FFAs-overproducing strains (fold change < 0.5, set b of Fig. 4b). 

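As deposited, all 8 ncRNAs had lower transcript levels than Control in *ihfA* L- and in the library labelled HfadR, with median log2 ratios of -2.43 and -2.28. The median of the 8 lay at percentile 0.12 in *ihfA* L- and 0.02 in the library labelled HfadR of 10000 random lists matched on mean expression, and at 0.54 and 0.18 of lists matched on the Control level. The ncRNAs were chosen by the paper on these same data, so these percentiles show no stability. In *ihfA* L-, 7 of the 8 were more than 2-fold lower, and *csrC* had a log2 ratio of -0.26 (-0.30 to -0.22), or -1.63 after centring and 2.92 with quantile normalization. In the library labelled HfadR, all 8 were more than 2-fold lower, and *csrC* had a log2 ratio of -2.26 (-2.32 to -2.21). With quantile normalization 6 of the 8 were lower in *ihfA* L- and 7 in the library labelled HfadR. The *ssrA* transcript had the highest level in all 4 libraries, so this scaling sets its log2 ratio to 0 and cannot show a change. The ratio of *tyrU* rested on 16 reads in Control, 2 in *ihfA* L-, and 5 in the library labelled HfadR, and its interval in *ihfA* L- reached from -6.04 to -0.79. In *fadR*+, 5 of the 8 were higher and 3 lower as deposited, and 3 were higher and 5 lower after centring on the median over genes. The transcript of *rnpB* was the 1 ncRNA past 2-fold there, with a log2 ratio of 1.05 (1.03 to 1.06).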

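In set c, the 10 genes taken for higher protein levels had a median transcript log2 ratio of 1.49 in *ihfA* L- and 1.60 in the library labelled HfadR. These medians lay at percentiles 53.3 and 65.8 of 10000 random lists matched on mean expression and at 42.9 and 60.1 of lists matched on the Control level. The *deoD* transcript had log2 ratios of -1.15 (-1.32 to -0.99) and -1.14 (-1.29 to -0.99). In set d, all 7 genes had more than 2-fold higher transcripts in all 3 pairs as deposited, with median log2 ratios of 2.73 in *ihfA* L-, 2.51 in the library labelled HfadR, and 1.51 in *fadR*+. The paper chose these genes for higher transcripts on these same data, so this rise shows no stability. Centred on the median over genes, all 7 remained above Control. Each pair taken alone then had 6 of the 7 more than 2-fold higher, but only 4 genes were so in all 3 pairs. With quantile normalization 6, 5, and 3 of the 7 were more than 2-fold higher in the 3 pairs. The depth in Control was low for several of these, such as 14 reads for *nikB* and 16 for ECD_01466. The *ileX* transcript had 15 reads in Control and 78, 107, and 82 reads in *ihfA* L-, the library labelled HfadR, and *fadR*+, with log2 ratios of 2.49 (1.69 to 3.41), 2.42 (1.65 to 3.32), and 1.66 (0.87 to 2.57).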

On the other hand, genes with increased abundance at the protein level (*folK*, *aidB*, *tam*, *yphF*, *deoD*, *ybhC*, *nnr*, *hpaG*, *rihC*, and *yajD*) (fold change > 1.5, set c of Fig. 4b) or at the transcript level (*hofP*, *nikB*, *1466*, *ulaE*, *torD*, *cheR*, *wcaF*) (fold change > 2, set d of Fig. 4b) in at least two FFAs-overproducing strains were all selected, except *tesA* (which was engineered in our starting strain) and *ileX* (encoding tRNA-Ile, which could not be regulated by our overexpression cassettes). Herein, we totally selected 41 targets, and the abundance of these genes at the protein and transcript levels are summarized in Fig. 4c.

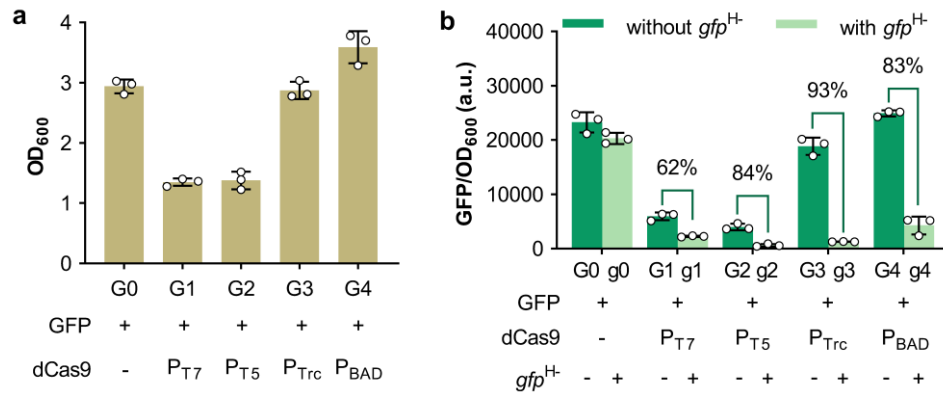

**Supplementary Figure 1. Construction of a functional CRISPRi system in *E. coli* BL21(DE3).** **a** Effect of dCas9 expression on cell growth. **b** Characterization of repression efficiency by GFP fluorescence. The repression efficiency is displayed by numbers above each bar, representing the decreased fluorescence of the strain co-expressing dCas9 and sgRNA *gfp*<sup>H+</sup> (light green bars) compared with that of the strain expressing only dCas9 (dark green bars). dCas9 was expressed under the control of four different promoters. *gfp* and *gfp*<sup>H+</sup> were expressed under the control of the P<sub>T7</sub> promoter and the P<sub>R</sub> promoter, respectively. Data are presented as mean  $\pm$  SD ( $n = 3$  biological replicates). Source data are provided as a Source Data file.

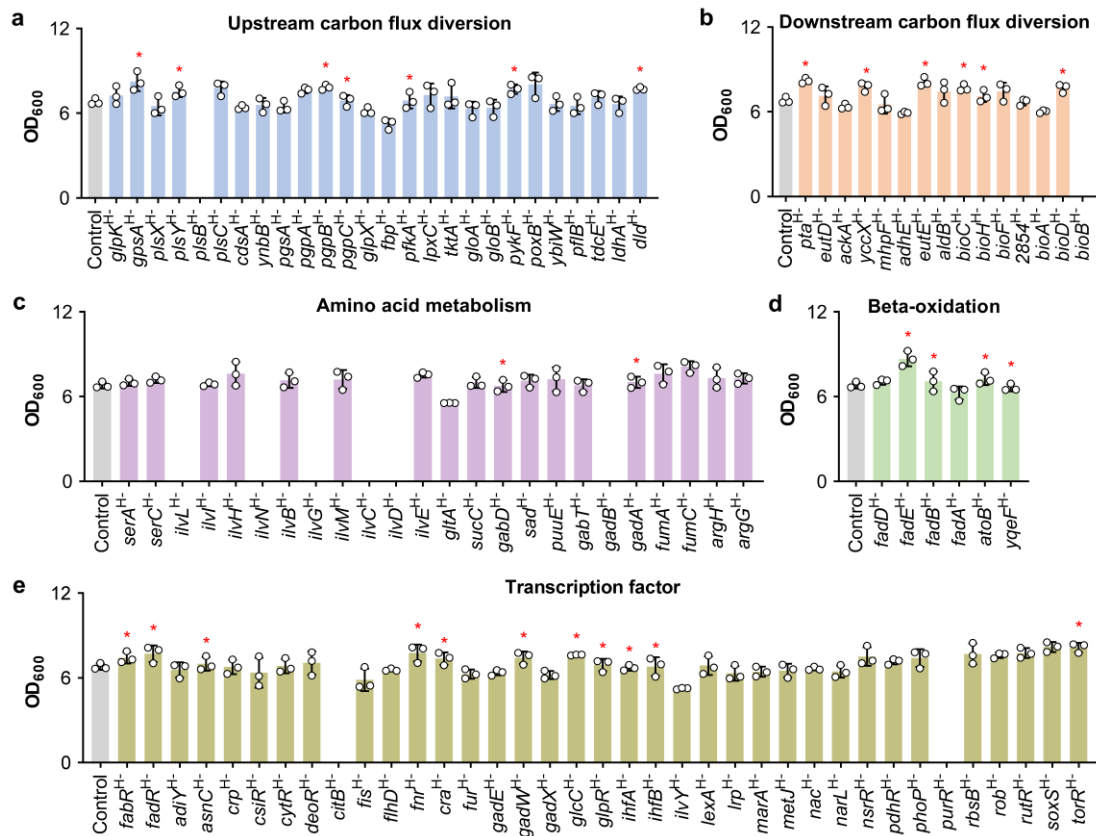

**Supplementary Figure 2. Cell growth of strains with genetic perturbation by CRISPRi.** All 108 genes in the upstream carbon flux diversion module (a), downstream carbon flux diversion module (b), amino acid metabolism module (c), beta-oxidation module (d), and transcription factor module (e) were repressed with high efficiency. Asterisk represents the strain in which the FFAs titer increased by over 20% compared with that in the Control strain (631 mg L<sup>-1</sup>). Data are presented as mean ± SD (*n* = 3 biological replicates). Source data are provided as a Source Data file.

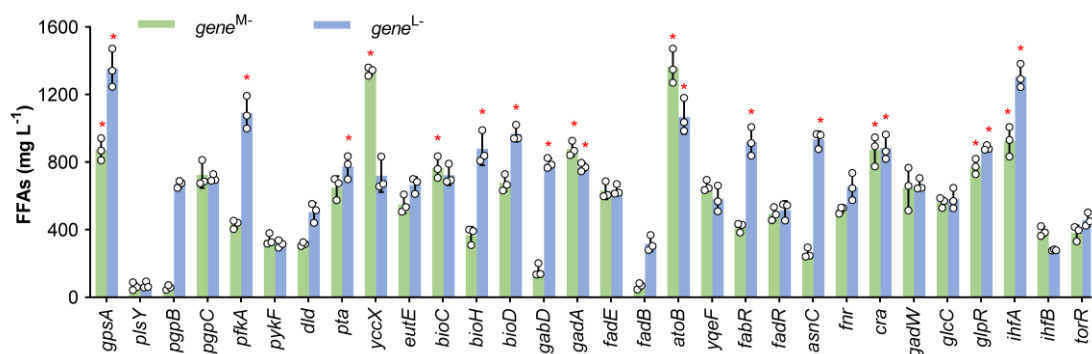

**Supplementary Figure 3. Tuning of the repression of beneficial genes for FFAs production.** The targeted genes were repressed with medium (*gene*<sup>M-</sup>) or low (*gene*<sup>L-</sup>) efficiency. Asterisk represents the strain in which the FFAs titer increased by over 20% compared with that in the Control strain (631 mg L<sup>-1</sup>). The titers were obtained in batch cultivation of 30 g L<sup>-1</sup> glycerol. Data are presented as mean  $\pm$  SD ( $n = 3$  biological replicates). Source data are provided as a Source Data file.

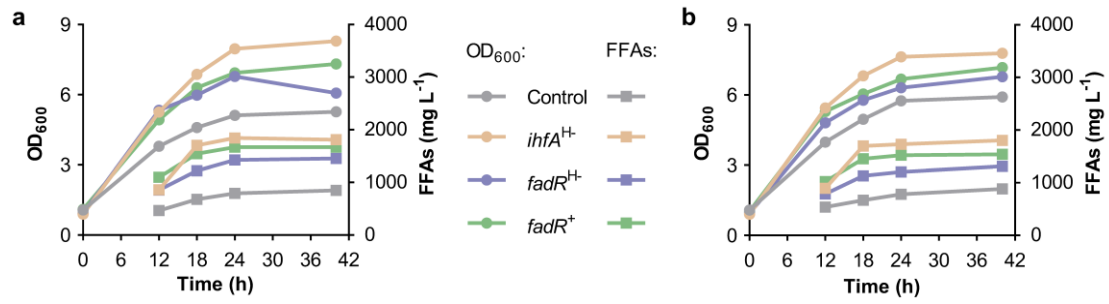

**Supplementary Figure 4. Flask fermentation of strains for omics analyses. a** Time courses of FFAs production and cell growth (OD<sub>600</sub>) during the fermentation of strains sampled for omics analyses. **b** A duplicate fermentation exhibiting similar cell growth and FFAs production. The titers were obtained in batch cultivation of 30 g L<sup>-1</sup> glycerol. Source data are provided as a Source Data file.

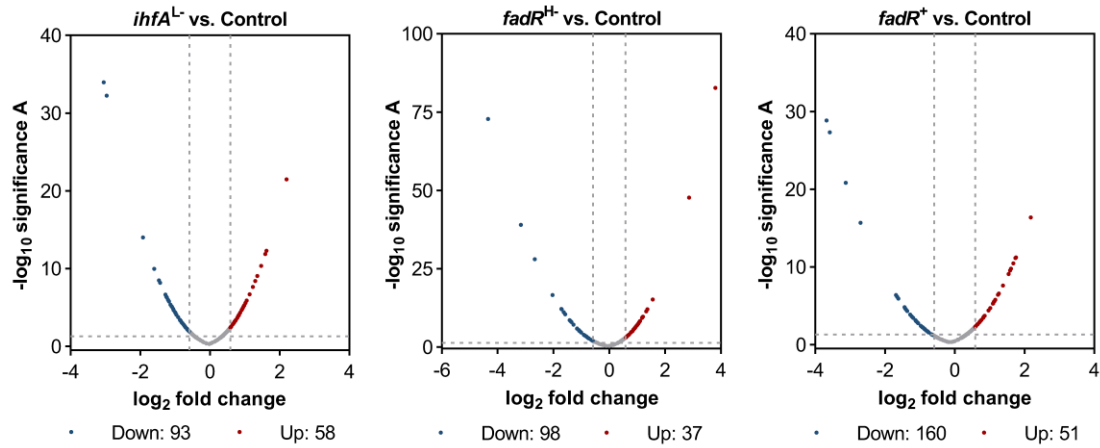

**Supplementary Figure 5. Comparative proteomic analysis of the selected strains.**

Differentially expressed genes at the protein level ( $\text{abs}(\log_2 \text{ fold change}) > 0.585$  and significance A  $< 0.05$ ) in *ihfA<sup>L-</sup>* vs. Control, *fadR<sup>H-</sup>* vs. Control, and *fadR<sup>+</sup>* vs. Control. The red dots indicate genes with increased abundance at the protein level, and the blue dots represent genes with decreased abundance at the protein level. significance A was used for detection of significant change of protein abundance, which was calculated by referring to a previous study of proteomic analysis<sup>7</sup>. Neither one-sided nor two-sided test was used, and no adjustments were made for multiple comparisons. Source data are provided as a Source Data file.

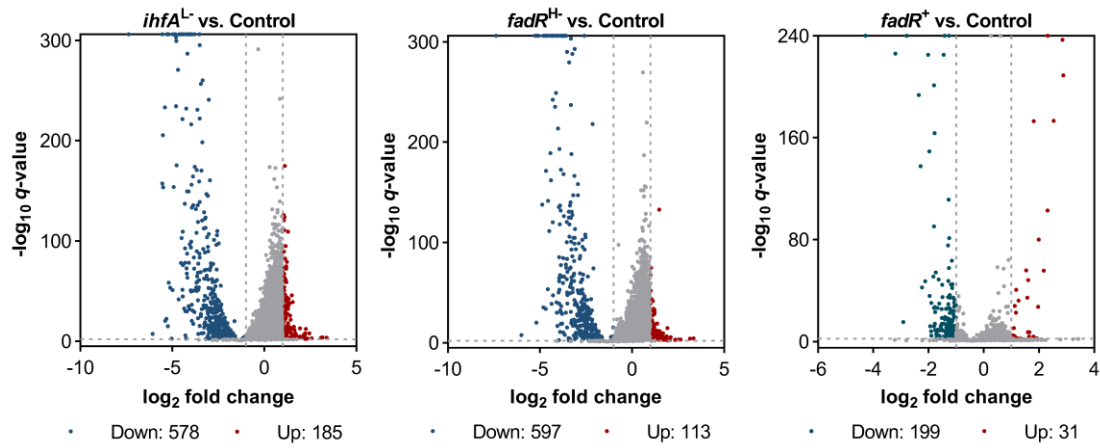

**Supplementary Figure 6. Comparative transcriptomic analysis of the selected strains.** Differentially expressed genes at the transcript level ( $\text{abs}(\log_2 \text{fold change}) > 1$  and  $q\text{-value} < 0.005$  (Benjamini–Hochberg method)) in *ihfA<sup>L-</sup>* vs. Control, *fadR<sup>H-</sup>* vs. Control, and *fadR<sup>+</sup>* vs. Control. The red dots indicate genes with increased abundance at the transcript level, and the blue dots represent genes with decreased abundance at the transcript level.  $q\text{-value}$  was calculated by using DEGseq 1.12.0 software<sup>8</sup>. Source data are provided as a Source Data file.

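The paper's calls in Fig. 4b were set against the log2 ratios of the deposited FPKM. Of the 578 transcripts that the paper calls decreased in *ihfA* L-, 308 were more than 2-fold lower as deposited and 270 were within 2-fold, 32 of the 578 being higher than Control. Of the paper's 597 decreased transcripts in *fadR* H-, 280 were more than 2-fold lower in the library labelled HfadR and 317 were within 2-fold, 76 of the 597 being higher than Control. Of its 199 in *fadR*+, 51 were more than 2-fold lower and 148 within 2-fold. All of the paper's increased transcripts, 185, 113, and 31 in the 3 pairs, were more than 2-fold higher as deposited. Centred on the median over genes, all 578, 597, and 199 decreased transcripts and 137, 85, and 28 of the increased ones were past 2-fold in the same direction. The deposited log2 ratios lie above the paper's by about 1.36, 1.36, and 0.44 in the 3 pairs. The increased transcripts were thus bound to be past 2-fold as deposited. Centring subtracts slightly more than these constants, so the decreased transcripts were bound to be past 2-fold after it.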

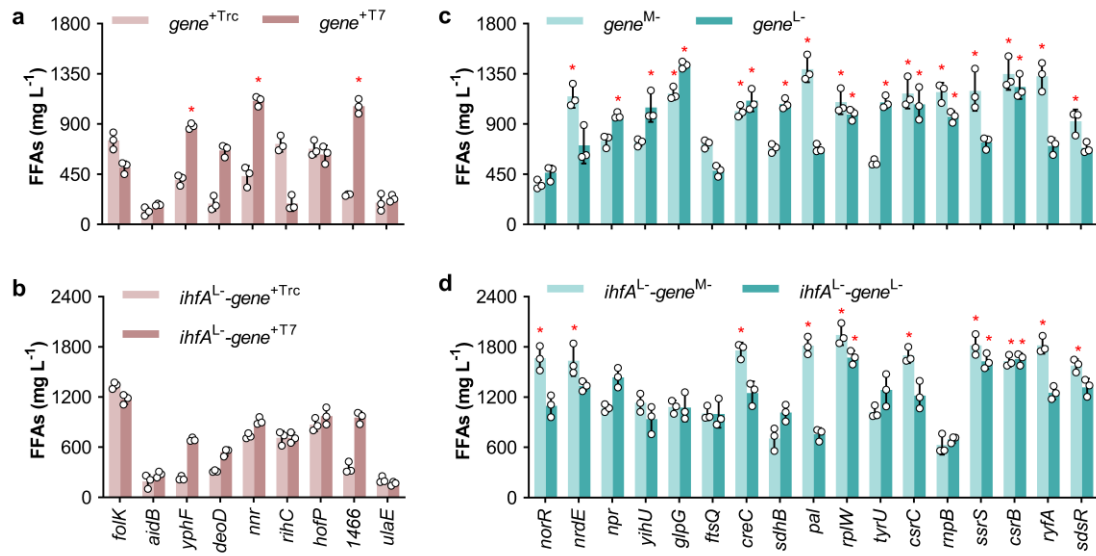

**Supplementary Figure 7. Tuning of the expression of beneficial genes for FFAs production.** FFAs production with genes overexpressed by the  $P_{Trc}$  or  $P_{T7}$  promoters in the CF strain (a) or in the  $ihfA^{L-}$  strain (b). FFAs production with genes repressed with medium ( $gene^{M-}$ ) or low ( $gene^{L-}$ ) efficiency in the CF strain (c) or in the  $ihfA^{L-}$  strain (d). Asterisk represents the strain in which the FFAs titer increased by over 20% compared with that in the reference strain Control or  $ihfA^{L-}$ . Red bar, overexpression; green bar, repression. The titers were obtained in batch cultivation of 30 g L<sup>-1</sup> glycerol. Data are presented as mean  $\pm$  SD ( $n = 3$  biological replicates). Source data are provided as a Source Data file.

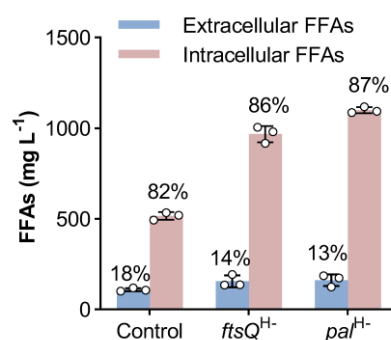

**Supplementary Figure 8. Intracellular and extracellular FFAs produced by the Control, *ftsQ*<sup>H-</sup>, and *pal*<sup>H-</sup> strains.** The number above each bar represents the percentage of total FFAs. The titers were obtained in batch cultivation of 30 g L<sup>-1</sup> glycerol. Data are presented as mean ± SD (*n* = 3 biological replicates). Source data are provided as a Source Data file.

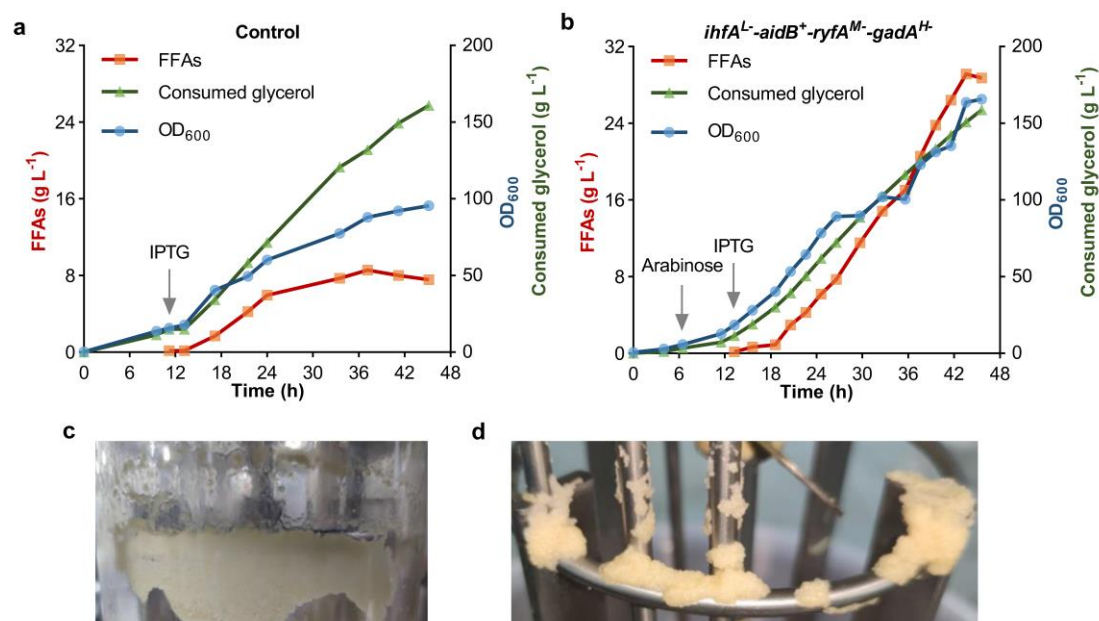

**Supplementary Figure 9. Fed-batch fermentation of the Control and *ihfA<sup>L</sup>-aidB<sup>+</sup>-ryfA<sup>M</sup>-gadA<sup>H</sup>* strains in 5 L bioreactors.** Time courses of cell growth, glycerol consumption, and FFAs production of the Control strain (**a**) and *ihfA<sup>L</sup>-aidB<sup>+</sup>-ryfA<sup>M</sup>-gadA<sup>H</sup>* strain (Batch 2) (**b**) during fed-batch fermentation. When cells were cultivated for 37.17 h, the Control strain produced 8.6 g L<sup>-1</sup> FFAs with productivity of 0.231 g L<sup>-1</sup> h<sup>-1</sup>. When cells were cultivated for 43.60 h, the engineered strain *ihfA<sup>L</sup>-aidB<sup>+</sup>-ryfA<sup>M</sup>-gadA<sup>H</sup>* produced 29.1 g L<sup>-1</sup> FFAs with productivity of 0.667 g L<sup>-1</sup> h<sup>-1</sup>. Floating dead cells or fatty acid particles stuck to the fermenter inner wall (**c**) and the sensors (**d**) during the fermentation of the *ihfA<sup>L</sup>-aidB<sup>+</sup>-ryfA<sup>M</sup>-gadA<sup>H</sup>* strain. Source data underlying Supplementary Figure 9a and 9b are provided as a Source Data file.

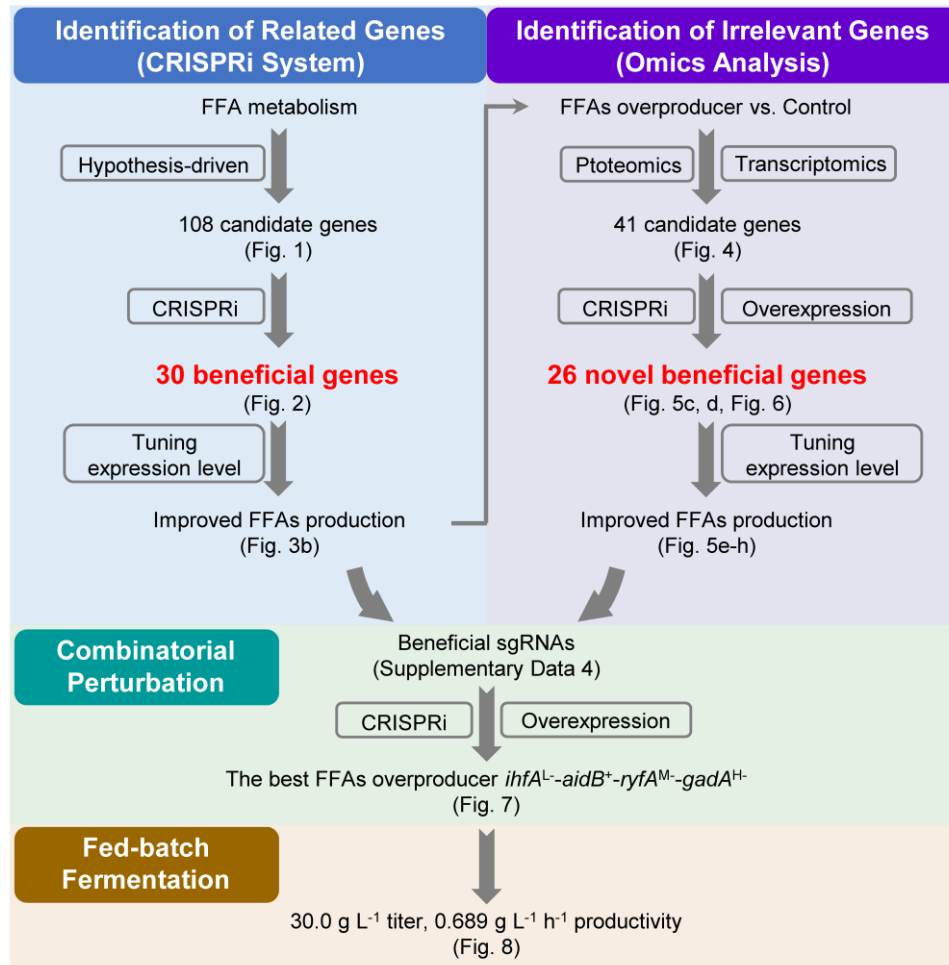

**Supplementary Figure 10. Workflow for identification of beneficial genes and engineering *E. coli* for high-titer production of FFAs in our work.**

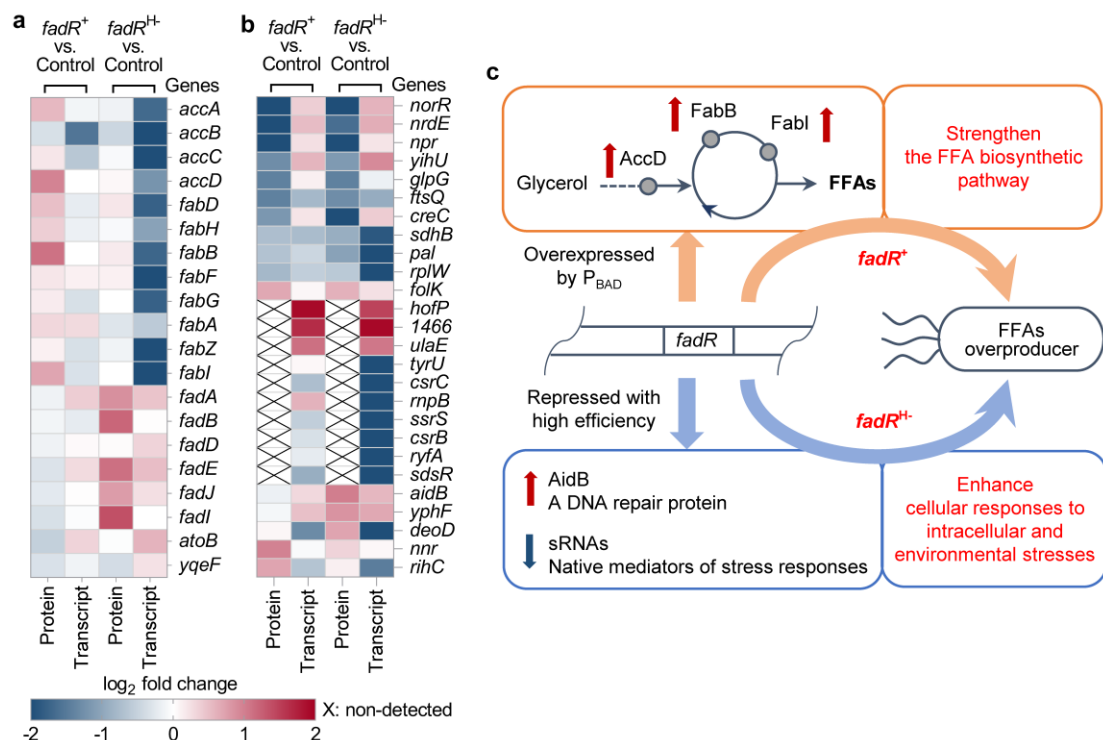

**Supplementary Figure 11. Analysis of the mechanism of FFAs overproduction in the *fadR*<sup>+</sup> and *fadR*<sup>H-</sup> strains.** The protein and transcript abundances of genes in the FFA biosynthetic and degradation pathways (**a**) and of the beneficial genes identified from omics analyses (**b**) in the *fadR*<sup>+</sup> and *fadR*<sup>H-</sup> strains compared with the Control strain. **c** Possible mechanism of FFAs overproduction in the *fadR*<sup>+</sup> and *fadR*<sup>H-</sup> strains. Dark red arrow, with increased abundance at the protein level; dark blue arrow, with decreased abundance at the transcript level. Source data underlying Supplementary Figure 11a and 11b are provided as a Source Data file.

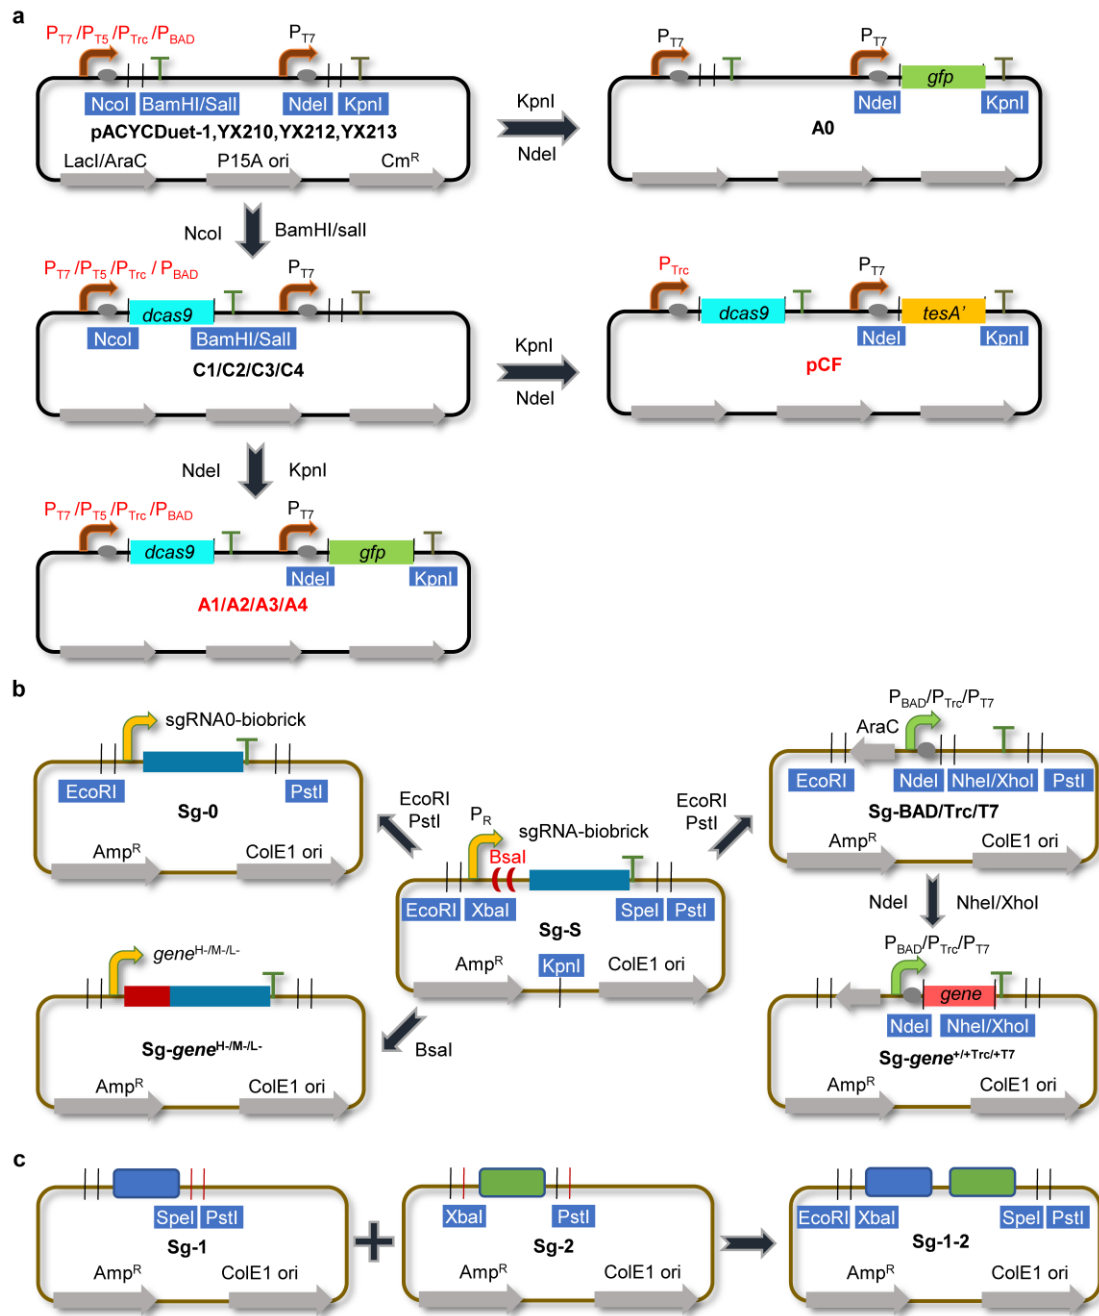

**Supplementary Figure 12. Construction of plasmids.** **a** Cloning *dcas9* into the NcoI and BamHI/SalI sites of pACYCDute-1, YX210, YX212, and YX213 resulted in plasmids C1-C4, respectively. Then, subcloning *gfp* into the NdeI and KpnI sites of pACYCDute-1 and plasmids C1-C4 resulted in plasmids A0-A4, respectively. Alternatively, subcloning *tesA'* into the NdeI and KpnI sites of plasmid C3 resulted in plasmid pCF. **b** Plasmid Sg-S was constructed via ligation of the synthesized fragments sgRNA-biobrick-ColE1 and Amp-mBsaI after digestion by EcoRI and KpnI. Plasmid Sg-0 was constructed by inserting the synthesized fragments of sgRNA0-biobrick into plasmid Sg-S between the EcoRI and PstI sites. Cloning the

20-bp targeting sequence of sgRNA *gfp*<sup>H-</sup> or other sgRNAs into the two BsaI sites of plasmid Sg-S resulted in various sgRNA expression plasmids, Sg-*gene*<sup>H/M/L-</sup>. Fragments BAD-T1, Trc-T1, and T7-T1 were synthesized, digested by EcoRI and PstI, and then ligated into Sg-S, resulting in plasmids Sg-BAD, Sg-Trc, and Sg-T7, respectively. Genes that needed to be upregulated were amplified from *E. coli* genomic DNA and inserted into Sg-BAD, Sg-Trc, and Sg-T7 between the NdeI and NheI/XhoI sites, resulting in plasmids Sg-*gene*<sup>+</sup>, Sg-*gene*<sup>+Trc</sup>, and Sg-*gene*<sup>+T7</sup>, respectively. c Plasmid Sg-1-2 was constructed via ligation of the sgRNA fragment from Sg-2 digested with XbaI and PstI into Sg-1 digested with SpeI and PstI. Sg-1, plasmid expressing the first sgRNA; Sg-2, plasmid expressing the second sgRNA; Sg-1-2, plasmid expressing two sgRNAs.

**Supplementary Table 1. Comparison of FFAs production by microbial fermentation in bioreactors.**

| Microorganism                   | Feedstock | Titer (g L <sup>-1</sup> ) | Productivity (g L <sup>-1</sup> h <sup>-1</sup> ) | Cultivation time (h) | Cultivation mode | Reference                                 |
|---------------------------------|-----------|----------------------------|---------------------------------------------------|----------------------|------------------|-------------------------------------------|
| <i>Escherichia coli</i>         | Glucose   | 8.6                        | 0.124                                             | ~70                  | Fed-batch        | Xu <i>et al.</i> <sup>9</sup>             |
| <i>Escherichia coli</i>         | Glycerol  | 15.67                      | ~0.348                                            | ~45                  | Fed-batch        | Wu <i>et al.</i> <sup>10</sup>            |
| <i>Escherichia coli</i>         | Glucose   | 21.5                       | 0.5                                               | 49.2                 | Fed-batch        | Xiao <i>et al.</i> <sup>11</sup>          |
| <i>Escherichia coli</i>         | Glycerol  | 30.0                       | 0.689                                             | 43.55                | Fed-batch        | This study                                |
| <i>Saccharomyces cerevisiae</i> | Glucose   | 10.4                       | ~0.087                                            | ~120                 | Fed-batch        | Zhou <i>et al.</i> <sup>12</sup>          |
| <i>Saccharomyces cerevisiae</i> | Glucose   | 33.4                       | <0.145                                            | >230                 | Fed-batch        | Yu <i>et al.</i> <sup>13</sup>            |
| <i>Yarrowia lipolytica</i>      | Glucose   | 9.67                       | <0.088                                            | >110                 | Fed-batch        | Xu <i>et al.</i> <sup>14</sup>            |
| <i>Yarrowia lipolytica</i>      | Glucose   | 10.4                       | ~0.074                                            | ~140                 | Batch            | Ledesma-Amaro <i>et al.</i> <sup>15</sup> |
| <i>Rhodococcus opacus</i>       | Glucose   | 50.2                       | 0.478                                             | 104.7                | Fed-batch        | Kim <i>et al.</i> <sup>16</sup>           |

**Supplementary Table 2. FFAs production in *E. coli* using glycerol or glucose as feedstock.**

| Feedstock | Titer (g L <sup>-1</sup> ) | Productivity (g L <sup>-1</sup> h <sup>-1</sup> ) | Cultivation time (h) | Cultivation mode | Reference                        |
|-----------|----------------------------|---------------------------------------------------|----------------------|------------------|----------------------------------|
| Glucose   | 2.97                       | 0.041                                             | 72                   | Shake flask      | Li <i>et al.</i> <sup>17</sup>   |
| Glucose   | 3.86                       | 0.088                                             | 44                   | Fed-batch        | Xu <i>et al.</i> <sup>18</sup>   |
| Glucose   | 4.7                        | 0.098                                             | >48                  | Shake flask      | Wu <i>et al.</i> <sup>19</sup>   |
| Glucose   | 8.6                        | 0.124                                             | ~70                  | Fed-batch        | Xu <i>et al.</i> <sup>9</sup>    |
| Glucose   | 21.5                       | 0.5                                               | 49.2                 | Fed-batch        | Xiao <i>et al.</i> <sup>11</sup> |
| Glycerol  | 2.5                        | ~0.114                                            | ~22                  | Fed-batch        | Lu <i>et al.</i> <sup>20</sup>   |
| Glycerol  | 3.43                       | 0.048                                             | 72                   | Shake flask      | Li <i>et al.</i> <sup>17</sup>   |
| Glycerol  | 4.82                       | 0.067                                             | 72                   | Shake flask      | Wu <i>et al.</i> <sup>21</sup>   |
| Glycerol  | 15.67                      | 0.348                                             | ~45                  | Fed-batch        | Wu <i>et al.</i> <sup>10</sup>   |
| Glycerol  | 30.0                       | 0.689                                             | 43.55                | Fed-batch        | This study                       |

## Supplementary references

1. Wu, J., Du, G., Chen, J. & Zhou, J. Enhancing flavonoid production by systematically tuning the central metabolic pathways based on a CRISPR interference system in *Escherichia coli*. *Sci. Rep.* **5**, 13477 (2015).
2. Tian, T., Kang, J. W., Kang, A. & Lee, T. S. Redirecting metabolic flux via combinatorial multiplex CRISPRi-mediated repression for isopentenol production in *Escherichia coli*. *ACS Synth. Biol.* **8**, 391-402 (2019).
3. Cho, S. et al. High-Level dCas9 Expression induces abnormal cell morphology in *Escherichia coli*. *ACS Synth. Biol.* **7**, 1085-1094 (2018).
4. Cui, L. et al. A CRISPRi screen in *E. coli* reveals sequence-specific toxicity of dCas9. *Nat. Commun.* **9**, 1912 (2018).
5. Cao, Y. X. et al. Biosynthesis of odd-chain fatty alcohols in *Escherichia coli*. *Metab. Eng.* **29**, 113-123 (2015).
6. Cao, Y., Li, X., Li, F. & Song, H. CRISPRi-sRNA: transcriptional-translational regulation of extracellular electron transfer in *Shewanella oneidensis*. *ACS Synth. Biol.* **6**, 1679-1690 (2017).
7. Cox, J. & Mann, M. MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat. Biotechnol.* **26**, 1367-1372 (2008).
8. Wang, L., Feng, Z., Wang, X., Wang, X. & Zhang, X. DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. *Bioinformatics* **26**, 136-138 (2010).
9. Xu, P. et al. Modular optimization of multi-gene pathways for fatty acids production in *E. coli*. *Nat. Commun.* **4**, 1409 (2013).
10. Wu, J. et al. Construction of artificial micro-aerobic metabolism for energy- and carbon-efficient synthesis of medium chain fatty acids in *Escherichia coli*. *Metab. Eng.* **53**, 1-13 (2019).
11. Xiao, Y., Bowen, C. H., Liu, D. & Zhang, F. Exploiting nongenetic cell-to-cell variation for enhanced biosynthesis. *Nat. Chem. Biol.* **12**, 339-344 (2016).
12. Zhou, Y. J. et al. Production of fatty acid-derived oleochemicals and biofuels by synthetic yeast cell factories. *Nat. Commun.* **7**, 11709 (2016).
13. Yu, T. et al. Reprogramming yeast metabolism from alcoholic fermentation to lipogenesis. *Cell* **174**, 1549-1558 e1514 (2018).
14. Xu, P., Qiao, K., Ahn, W. S. & Stephanopoulos, G. Engineering *Yarrowia lipolytica* as a platform for synthesis of drop-in transportation fuels and oleochemicals. *Proc. Natl. Acad. Sci. U. S. A.* **113**, 10848-10853 (2016).
15. Ledesma-Amaro, R., Dulerio, R., Niehus, X. & Nicaud, J. M. Combining metabolic engineering and process optimization to improve production and secretion of fatty acids. *Metab. Eng.* **38**, 38-46 (2016).
16. Kim, H. M., Chae, T. U., Choi, S. Y., Kim, W. J. & Lee, S. Y. Engineering of an oleaginous bacterium for the production of fatty acids and fuels. *Nat. Chem. Biol.* **15**, 721-729 (2019).
17. Li, W., Wu, H., Li, M. & San, K. Y. Effect of NADPH availability on free fatty acid production in *Escherichia coli*. *Biotechnol. Bioeng.* **115**, 444-452 (2018).

18. Xu, P., Li, L., Zhang, F., Stephanopoulos, G. & Koffas, M. Improving fatty acids production by engineering dynamic pathway regulation and metabolic control. *Proc. Natl. Acad. Sci. U. S. A.* **111**, 11299-11304 (2014).
19. Wu, J. et al. Improving metabolic efficiency of the reverse beta-oxidation cycle by balancing redox cofactor requirement. *Metab. Eng.* **44**, 313-324 (2017).
20. Lu, X., Vora, H. & Khosla, C. Overproduction of free fatty acids in *E. coli*: implications for biodiesel production. *Metab. Eng.* **10**, 333-339 (2008).
21. Wu, H., Karanjikar, M. & San, K. Y. Metabolic engineering of *Escherichia coli* for efficient free fatty acid production from glycerol. *Metab. Eng.* **25**, 82-91 (2014).

# Supplementary material for: Genome-scale target identification in Escherichia coli for high-titer production of free fatty acids
**Source:** Nat Commun. 2021 Aug 17;12:4976. doi: 10.1038/s41467-021-25243-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of genes targeted for FFAs metabolic engineering in this study.

File Name: Supplementary Data 2

Description: Fold change in the abundance of the protein or transcript.

File Name: Supplementary Data 3

Description: Genes in the functional network and the corresponding FFAs ratio.

File Name: Supplementary Data 4

Description: List of beneficial sgRNAs.

File Name: Supplementary Data 5

Description: Strains used in this study.

File Name: Supplementary Data 6

Description: Plasmids used in this study.

File Name: Supplementary Data 7

Description: Primers used to construct plasmids Sg-*gene*<sup>H/M/L-</sup>.

File Name: Supplementary Data 8

Description: Primers used to amplify gene from *E. coli* genome.

File Name: Supplementary Data 9

Description: DNA sequences used in this study.

# Supplementary material for: Genome-scale target identification in Escherichia coli for high-titer production of free fatty acids
**Source:** Nat Commun. 2021 Aug 17;12:4976. doi: 10.1038/s41467-021-25243-w
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

The titer of FFAs and glycerol were quantified using the Chromeleon 7.1 and Empower3 softwares, respectively. Fluorescence intensity of GFP was detected by the SoftMax Pro 5.0.1 software. For proteomics, the Q Exactive HF mass spectrometer (Thermo Scientific) with Tune 2.11 was used to separate the peptides and generate the raw data. For transcriptomics, illumina HiSeq 4000 platform with Casava 1.8 was used to sequence the transcript and generate paired-end reads.

#### Data analysis

Proteome Discoverer 2.2 (Thermo Scientific) was used for peptide identification and quantification. DEGseq 1.12.0 was used for transcriptomic analysis. GraphPad Prism 8.2.1 was used to plot data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. All the datasets generated and analyzed in the paper are available from the corresponding author upon request. The mass spectrometry-based proteome data generated in this study have been deposited in ProteomeXchange Consortium via the iProX partner repository under accession code PXD017890 (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX017890>). The transcriptome data generated in this study have been

deposited in Gene Expression Omnibus under accession code GSE146162 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146162>). Nucleotide sequences of pCF, Sg-S, sgRNA0-biobrick, T7-T1, Trc-T1, and BAD-T1 have been deposited in NCBI Genbank (<https://www.ncbi.nlm.nih.gov/genbank/>) under accession codes MZ567118 to MZ567123, respectively. The source data underlying Figs. 2a-e, 3b, 4a-c, 5c-h, 6, 7a-b, and 8a, Supplementary Figs. 1a-b, 2a-e, 3, 4a-b, 5, 6, 7a-d, 8, 9a-b, and 11a-b are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined by multiple pilot experiments as described in the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                       |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | All attempts at replication were successful. Tube cultivations were performed in three biological replicates. Flask cultivations were performed in two biological replicates. For fed-batch fermentation, the Control strain and the engineered FFAs overproducing strain were performed in one and two biological replicates, respectively. Proteomic and transcriptomic analyses were performed in one replicate, which could successfully provide effective targets for strain engineering. |
| Randomization   | Colonies are picked randomly from the agar plates.                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Blinding        | Blinding was not possible as we need to know the performance of each engineered strain. The samples of the bacterial cultures were random samplings. None of our data is involving animals or human research participants.                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

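Transcript levels were measured by RNA sequencing in the Control, *ihfA* L-, *fadR* H-, and *fadR*+ strains of *E. coli* BL21(DE3), sampled 24 h after IPTG induction, with 1 library per strain and nothing pooled. The paper states that rRNA was removed with a Ribo-zero kit, that libraries were made with the NEBNext Ultra kit, that paired-end reads were generated on an Illumina HiSeq platform, and that the data were analysed by Novogene. The paper's text does not name the aligner, the counting tool, the genome build, or whether strand was used in the counting. Genes that overlap, lie antisense to each other, or have near-identical copies may therefore share reads, and their values are uncertain. The authors deposited FPKM values, fragments per kilobase of gene and per 1000000 mapped fragments, for 4439 genes. The sums of the deposited FPKM were 1608029 in Control, 1238280 in *ihfA* L-, 1255036 in the library labelled HfadR, and 1713658 in *fadR*+, so no further scaling between libraries is evident. Of the identifiers, 4266 mark no rRNA, tRNA, or other non-coding RNA, 85 mark tRNAs, 22 rRNAs, and 66 other non-coding RNAs. In all 4 libraries, 105 genes were listed at 0.

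From these values the log2 ratio of each strain to Control was computed with a pseudocount of 1 and a threshold of 2-fold, without a test across genes, because there were no replicates. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 was used. A list of genes was set against 10000 random lists of the same size, matched on deciles of the mean log2 level over the 4 libraries, with a fixed seed. Outside the results flagged for a closer look, the genes named were chosen by a rule set before the data were examined. They are the genes that the paper names for its transcriptome, *ihfA*, *fadR*, and *ihfB*, the fatty acid synthesis and degradation genes of Supplementary Fig. 11a, and the 3 genes with the largest rise and the 3 with the largest fall in all 3 pairs among the 4241 genes with a mean FPKM of at least 10. This gave 71 genes. Their names come from the paper's supplementary tables, which pair 165 identifiers of the deposited table with the names used. The identifier of *ileX* was found by elimination and is less certain than the others. The protein ratios used here are the paper's own. Those in the Source Data of Supplementary Fig. 5 were read for *ihfA* L- and *fadR* H- as far as the available copy went. That copy was cut off, so the gene lists of these pairs may be incomplete. The ratios of the 108 genes in Supplementary Data 2 cover all 3 strain pairs.

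The number of reads of each library and gene was recovered from the FPKM values. A 5S rRNA gene of 120 bp gave the possible totals of a library, and the smallest total was taken for which at least 90% of the genes of known length had a whole number of reads, reached for 96.2% of them in each library. Lengths were known for 160 genes from the same gene symbols in the K-12 MG1655 assembly ASM584v2 and for 1954 genes from the read counts of the paper's Source Data. For the remaining genes the shortest length that made all 4 values whole was used. The recovered reads summed to between 100.02% and 100.2% of the totals. The totals ranged from 2259470 to 4229679 reads, with a median per gene of 185 in Control, 376 in *ihfA* L-, 551 in the library labelled HfadR, and 433 in *fadR*+. Confidence intervals of 95% (exact Clopper-Pearson, from the share of a gene's reads in either library) describe counting error in these libraries, not in the strains.

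The steps were tested on simulated data before use. Of 200 genes simulated with a known change, 100% were recovered, and of 1873 genes without a change 0 were called. All of these genes had at least 200 reads in Control, and the changes lay well past the 2-fold threshold. No shift over most genes was simulated there, so calls under such a shift were not tested. Reads were recovered for 100% of 2163 simulated genes of known length and 95.7% of 2164 genes without one. The 95% intervals covered the simulated ratio in 96.3% of 1000 draws, and a planted list of 100 raised genes lay at percentile 100. The draws had far more reads than the genes with few reads. Neither the calls nor the intervals were thus tested for genes with few reads.

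The alternatives set before the data were examined were pseudocounts of 0.1 and 10, genes with a mean FPKM of at least 10, genes not marked as rRNA, tRNA, or other non-coding RNA, a threshold of 1.5-fold, and 4 other scalings of the libraries. These scalings centred the log2 ratios of a pair on their median, used a trimmed mean of the log2 ratios (30% of the ratios and 5% of the mean levels trimmed from each end), rescaled each library to a sum of 1000000, or applied quantile normalization to the 4 libraries. Another 3 alternatives were chosen after the values were seen. They shifted each pair by the offset between the deposited values and the paper's Source Data, 1.36, 1.36, and 0.44 on the log2 scale, left the 3 genes with the most reads out of the totals, or matched the random lists on deciles of the Control level, because the ratios to Control fall with that level. The q-values of DEGseq that the paper reports were not recomputed.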

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

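The regions, genes, and pairs described here were found by looking through the values, and all tests here were chosen after the result was seen, except the test on flagellar genes outside the region and the test on arabinose transport genes, which were set before their values were looked at.

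The paper compares each overproducing strain with Control, not the strains with each other. Between the library labelled HfadR and that of *ihfA* L-, 50 of the 4161 genes with at least 50 reads over both libraries differed more than 2-fold beyond counting error, 39 of them higher and 11 lower in the library labelled HfadR. Chosen after its values were seen, the gene ECD_00779, which the paper's protein table describes as a DNA starvation protection protein, had 244 FPKM in *ihfA* L- and 3418 FPKM in the library labelled HfadR, against 2961 FPKM in Control. The ncRNA *csrC* had a log2 ratio of -2.005 between the library labelled HfadR and *ihfA* L-. The 50 genes are more than 1% of the genes compared, the share set as the limit for 1 culture sequenced as 2 libraries. Counting error does not cover the preparation of libraries, so with no replicates this cannot be told apart from technical differences between preparations.

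In *fadR*+, the gene ECD_00066, described in the paper's protein table as the arabinose operon regulatory protein, had 1290.0 FPKM against 128 FPKM in Control (4796 and 278 reads). Its log2 ratio was 3.32 as deposited and 2.87 after centring on the median over genes, and the paper does not discuss it. The other scalings do not account for the rise of this gene, since its smallest log2 ratio over the 4 other scalings was 2.49. The paper's methods state that arabinose was used to induce P_BAD_, which drives *fadR* in *fadR*+. The 3 arabinose genes numbered next to it, ECD_00063 to ECD_00065, had centred log2 ratios of 0.81, 0.50, and 0.80 in *fadR*+ against 1.18, 0.60, and 1.25 in *ihfA* L-. The 2 arabinose transport genes had 0.38 and 0.49 in *fadR*+, short of the 1 set as the limit, against 0.90 and 0.50 in *ihfA* L-. The rise of these 5 genes is thus not specific to the strain with P_BAD_. These values do not show whether arabinose was present, so the higher level of these genes cannot be told apart from a smaller effect of arabinose. Over the 4 genes ECD_00063 to ECD_00066 the smallest log2 ratio in *fadR*+ was 0.95 as deposited, below 1 before any other scaling. The test of a 2-fold rise of all 4 genes thus cannot tell whether the authors' normalization plays a part. The 3 genes besides the regulatory gene had 18.7, 24.0, and 22.9 FPKM in Control. Genes in the lowest decile of Control level had a median log2 ratio of 0.81 in *fadR*+ as deposited. After centring all 4 genes were still above 0. A candidate explanation is a copy of the regulatory gene on the plasmid that carries *fadR* under P_BAD_. The regulatory gene lay 2.07 above the highest of the other 3 genes on the log2 scale. A rise of the chromosomal gene would look the same, so the values cannot tell them apart.

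A run of 12 neighbouring gene numbers, ECD_01068 to ECD_01079, 5 of which the paper's protein table describes as flagellar proteins, held 12 transcripts more than 2-fold higher in *fadR*+ than in Control and none more than 2-fold higher in *ihfA* L- or the library labelled HfadR. Their median log2 ratio was 2.33 in *fadR*+, -0.05 in *ihfA* L-, and -0.24 in the library labelled HfadR. This median was 1.89, -1.42, and -1.62 after centring on the median over genes. Whether the run was near Control or lower in *ihfA* L- and the library labelled HfadR thus depended on the scaling. Neither the scaling nor the most abundant genes account for this, since the smallest log2 ratio of the 12 genes in *fadR*+ was 1.11 over the 4 other scalings and 1.53 with the 3 genes with the most reads left out of the totals. A rise of flagellar genes in general was tested on the other 4 genes described as flagellar. As deposited, 2 of the 4 were more than 2-fold higher in *fadR*+. After centring 0 of the 4 were, but all lay above 0, from 0.04 to 0.85 with a median of 0.61, below the 1 set as the limit, while all 12 genes of the run stayed more than 2-fold higher. The rise was thus larger in the run. The run was found by its rise, so this difference is fixed in part by that choice. A smaller rise of the other 4 genes is not ruled out. Whether *fadR* overexpression or another difference between 2 single cultures underlies the rise was not tested.

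As deposited, 71 genes were more than 2-fold lower in *ihfA* L- and the library labelled HfadR and higher than Control in *fadR*+, 12 of them more than 2-fold higher. This difference between strains was not tested, for want of replicates. With the ratios centred on their median, 73 genes met the same description, and 30 genes did so under both scalings. Centring subtracts one constant per pair, so the other genes of the 71 dropped out only because their log2 ratio in *fadR*+ lay between 0 and 0.45. For these genes a level above Control in *fadR*+ cannot be told apart from an effect of the authors' normalization. More of the genes kept the difference between strains. Of the 71 genes, 58 were more than 2-fold lower in *ihfA* L- and the library labelled HfadR than in *fadR*+ under all 4 other scalings. By their choice all 71 met this as deposited, and centring and the trimmed mean could only widen the difference. Only rescaling to the same sum and quantile normalization could thus remove a gene.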

How the results depend on the processing

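All alternatives named here were set before the data were examined, except the shift by the offset of the paper's Source Data and the totals without the 3 genes with the most reads, which were chosen after the values were seen. No paired analysis was possible because each strain had 1 library and no result comes from a test.

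The pseudocount of 0.1, the minimum mean FPKM of 10, the restriction to genes not marked as non-coding, and the totals without the 3 most abundant genes left all 16 counts and correlations within 1.5 times their value (or, for correlations, within the 95% interval of the correlation across genes). A constant per pair does not change a rank correlation, and the restriction removed no gene with a protein ratio, so centring, the trimmed mean, the shift by the offset, and the restriction could not move the correlations of transcripts with proteins. Rescaling to the same sum and the totals without the 3 genes could hardly do so. Under both pseudocounts, the minimum mean FPKM, and quantile normalization they stayed within that interval. The other counts depended on the scaling, and the cause was not tested.

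With the ratios centred on their median, transcripts more than 2-fold higher and lower numbered 169 and 1104 in *ihfA* L-, 107 and 1073 in the library labelled HfadR, and 91 and 239 in *fadR*+. In all 3 strains 37 were higher and 211 lower, and in *ihfA* L- and the library labelled HfadR but not *fadR*+ 26 were higher and 776 lower. Of the 108 genes 76, 73, and 72 were lower, and 23 of the 41 genes were changed in *ihfA* L-.

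With a trimmed mean these counts were 215 and 1052, 131 and 1021, and 93 and 235. In all 3 strains 44 were higher and 204 lower, and in the first 2 only 29 were higher and 735 lower. Of the 108 genes 74, 71, and 71 were lower, and 23 of the 41 were changed. Shifted by the offset of the Source Data, they were 184 and 1085, 116 and 1052, and 91 and 239. In all 3 strains 38 were higher and 210 lower, and in the first 2 only 29 were higher and 754 lower. Of the 108 genes 76, 72, and 72 were lower, and 23 of the 41 were changed.

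With quantile normalization 486 were higher and 656 lower in *ihfA* L-, 393 and 628 in the library labelled HfadR, and 86 higher in *fadR*+. In all 3 strains 29 were higher and 50 lower, and in *ihfA* L- and the library labelled HfadR but not *fadR*+ 222 were higher and 486 lower. Of the 108 genes 66 and 63 were lower in *ihfA* L- and the library labelled HfadR, and 21 of the 41 were changed. With each library rescaled to the same sum, 220 transcripts were higher in *fadR*+ and 184 in all 3 strains. With a pseudocount of 10, 142 were higher in *fadR*+ and 109 in all 3. At 1.5-fold, 1747 were higher and 230 lower in *fadR*+, 1669 higher and 124 lower in all 3, and 1392 higher in *ihfA* L- and the library labelled HfadR but not *fadR*+. The remaining counts under these alternatives stayed within 1.5 times their value.

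Of the 71 named genes, centring on the median turned 10 from higher to lower in *ihfA* L-, 10 in the library labelled HfadR, and 18 in *fadR*+, and none from lower to higher. The trimmed mean did so for 9, 8, and 17, the shift by the offset for 10, 9, and 18, quantile normalization for 8, 8, and 10, and the totals without the 3 genes for 4, 3, and 0. Rescaling to the same sum turned 4 from lower to higher in *ihfA* L- and 2 in the library labelled HfadR, and 4 from higher to lower in *fadR*+, and quantile normalization turned 1, 0, and 4 from lower to higher. The pseudocounts of 0.1 and 10 changed the direction of 0 of the 71. Depth limits the genes with few reads in Control, such as *tyrU* with 16, *hofP* with 6, and the largest rises with 0, whose intervals span several log2 units or have no upper bound.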

Differences from the paper's values

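The shift by the offset of the paper's Source Data and the totals without the 3 genes with the most reads are the alternatives that were chosen after seeing the values, and no tests are reported in this part. The offset is a single constant per pair, the median difference between the deposited ratios and the paper's own. It removes this median difference by construction, but it does not force the ratio of any single gene to the paper's. With it, the fold change of *fadR* in the library labelled HfadR was 0.664 against the paper's 0.665. The ratios of the genes compared below thus differ from the paper's by about a single factor per pair. What set this factor was not tested.

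In *ihfA* L-, 2733 transcripts were more than 2-fold higher and 315 lower, against the paper's 185 and 578. In the library labelled HfadR, 2761 were higher and 285 lower, against the paper's 113 and 597. In *fadR*+, 340 were higher and 66 lower, against the paper's 31 and 199. The paper's counts also rest on a q-value, which was not recomputed. Among the alternatives set before the data were examined, centring on the median and the trimmed mean brought the higher counts of *ihfA* L- (169 and 215) and the library labelled HfadR (107 and 131) and the lower count of *fadR*+ (239 and 235) within 1.5 times the paper's. Quantile normalization and the 1.5-fold threshold did so for the lower counts of *ihfA* L- (656 and 447) and the library labelled HfadR (628 and 402), and the 1.5-fold threshold for the lower count of *fadR*+ (230). The rest of these alternatives closed none of these 5 gaps, and none closed that of the 340 higher transcripts in *fadR*+. The shift by the offset, chosen after seeing the values, closed those of the higher counts of *ihfA* L- and the library labelled HfadR (184 and 116) and the lower count of *fadR*+ (239), and the totals without the 3 genes, chosen after seeing the values, those of the lower counts of *ihfA* L- and the library labelled HfadR (427 and 404).

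In all 3 strains 30 transcripts were lower and 290 higher, against the paper's 149 and 8. In *ihfA* L- and the library labelled HfadR but not *fadR*+, 230 were lower and 2306 higher, against the paper's 350 and 51. For the first, centring on the median (211), the trimmed mean (204), and the 1.5-fold threshold (124) closed the gap, as did the shift by the offset (210), chosen after seeing the values. For the 230 lower transcripts, quantile normalization (486) and the 1.5-fold threshold (249) did, as did the totals without the 3 genes (324), chosen after seeing the values. The others set before the data were examined did not. No alternative closed the gaps of the counts of 290 and 2306 higher transcripts.

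Of the 108 genes, 42, 41, and 46 were lower in *ihfA* L-, the library labelled HfadR, and *fadR*+, against the paper's 75, 72, and 71 in Supplementary Data 2. Centring on the median (76, 73, and 72), the trimmed mean (74, 71, and 71), and quantile normalization (66, 63, and 62) closed these gaps, as did the shift by the offset (76, 72, and 72), chosen after seeing the values. Rescaling each library to the same sum closed that of *fadR*+ (49), and the others set before the data were examined closed none. Of the 41 genes, 35 were changed more than 2-fold in *ihfA* L-, against 23 by the paper's transcript ratios of Fig. 4c. Centring (23), the trimmed mean (23), quantile normalization (21), a pseudocount of 10 (34), and rescaling to the same sum (34) were within 1.5 times the paper's count. The restriction to genes not marked as non-coding (28) was too, but only because it removes the 8 ncRNAs, 7 of them changed, which the paper's count includes. The pseudocount of 0.1, the minimum mean FPKM, and the 1.5-fold threshold were not. The shift by the offset (23) and the totals without the 3 genes (33), both chosen after seeing the values, were.

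The fold change of the *aidB* transcript in the library labelled HfadR was 3.75 against the paper's 1.47. That of *ihfA* was 0.453 in *ihfA* L- and 0.487 in the library labelled HfadR, against the paper's 0.176 and 0.19 in Supplementary Data 2. Centring on the median gave 1.44 for *aidB* and 0.175 and 0.187 for *ihfA*, and the trimmed mean also closed these 3 gaps. The fold change of *fadR* was 1.36 in *ihfA* L- and 1.699 in the library labelled HfadR, against the paper's 0.532 and 0.665. Centring gave 0.524 and 0.652, and the trimmed mean and quantile normalization (0.748 and 0.929) closed the gaps as well. The shift by the offset, chosen after seeing the values, closed all 5, and the other alternatives closed none of them.

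The log2 ratio of *ssrS* in the library labelled HfadR was -1.92 against the paper's -3.32, and that of *ryfA* was -1.73 against the paper's -3.06. A gap between log2 ratios counts as closed when the difference is within the counting error of the gene. Centring on the median (-3.30 and -3.11) and the trimmed mean (-3.25 and -3.05) closed both gaps. That of *tesA* was -3.93, -3.72, and -3.83 in *ihfA* L-, the library labelled HfadR, and *fadR*+, against the paper's -5.29, -5.08, and -4.28. Centring closed the gaps in *ihfA* L- (-5.30) and *fadR*+ (-4.28) and the trimmed mean that in *fadR*+ (-4.27), while in the library labelled HfadR centring gave -5.10 and the trimmed mean -5.05, both near the paper's value but outside the counting error, which is small for *tesA* because of its many reads. The shift by the offset, chosen after seeing the values, gave -3.27, -3.08, -5.29, -5.08, and -4.28, which closes all 5 gaps. The other alternatives closed none.

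The paper states that most of the 108 genes had decreased abundance. As deposited, the transcripts of fewer than 50% of them were lower in each of the 3 pairs, as given above. The paper lists *csrC* among the ncRNAs with a fold change below 0.5 in 2 strains, and its fold change as deposited was 0.836 in *ihfA* L- and 0.208 in the library labelled HfadR. Centring on the median (log2 ratio -1.63) and the trimmed mean (-1.57) brought it below 0.5 in *ihfA* L-, as did the shift by the offset (0.327-fold), chosen after seeing the values, and the other alternatives did not. Supplementary Fig. 11a shows all 12 synthesis genes with lower transcripts in *fadR* H-, and as deposited *accD*, *fabH*, and *fabA* were higher in the library labelled HfadR, with log2 ratios of 0.15, 0.29, and 0.74. In the same figure, *fabG*, *fabZ*, and *fabI* have lower transcripts in *fadR*+, and as deposited their log2 ratios there were 0.08, 0.08, and 0.11. Centring on the median gave the direction of the figure for these synthesis genes.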

Other observations

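In this part, the tests on the order of genes, on a background of reads, on a shared response, on *tesA* under other scalings and totals, and on *fadR* were chosen after the result was seen.

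The libraries of *ihfA* L- and the library labelled HfadR differ from Control in more than a few genes. Among genes not marked as non-coding and of at least 600 bp, sorted by their Control level into deciles, the median level in the lowest decile was 25.6 FPKM in Control, 102 FPKM in *ihfA* L-, and 95.3 FPKM in the library labelled HfadR. In the highest decile it was 415 FPKM in Control, 228 FPKM in *ihfA* L-, and 253 FPKM in the library labelled HfadR. The ratio of the 95th to the 5th percentile of these levels was 16.2 in Control, 5.64 in *ihfA* L-, 5.66 in the library labelled HfadR, and 8.60 in *fadR*+. Transcripts low in Control were thus higher and abundant ones lower. In *fadR*+ the same trend was smaller, with a median log2 ratio of 0.81 in the lowest decile and -0.36 in the highest.

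Several technical explanations were tested in *ihfA* L-. With the 3 genes with the most reads left out of the totals, the median log2 ratio was 1.00, so a few abundant genes account for part of the shift at most. With all libraries thinned to the smallest number of reads it was 1.36. FPKM is already divided by depth, and the totals of Control and *ihfA* L- differ little, so this value could hardly have moved, and the pattern cannot be told apart from an effect of depth by this test. A single factor per library, such as the authors' normalization, does not change the order of genes. Spearman's rho with Control over all genes was 0.63 for *ihfA* L- and 0.93 for *fadR*+, so one factor does not account for the difference in order. Within deciles of Control level, the mean correlation of the log2 ratio with gene length was 0.041, below the 0.3 set as the limit for a length bias. A small even background of reads, such as DNA, would keep the order of genes, but one that makes up most of the reads would remove it. Among the 1412 genes of this length above the Control median, rho between *ihfA* L- and Control was -0.054, which cannot decide for a large background. Even coverage of all genes would give 247 FPKM, so a background of 50% of the reads would put every gene at 124 FPKM or more, but 15.9% of the genes of this length in *ihfA* L- lay below that level. The medians of *ihfA* L- in the next 3 of the lowest deciles were 154, 178.4, and 211 FPKM, and in the 4 highest deciles 285, 282, 246, and 228 FPKM. An even background adds the same level to every gene, so on its own it would not give medians that fall over the highest deciles. An uneven background was not tested, and the pattern cannot be told apart from it. A shared response of the strains with a repressed transcription factor may underlie the pattern, as the log2 ratios of both strains had a rho of 0.90, but a smaller trend is also seen in *fadR*+, in which no factor was repressed. Both ratios have the same Control library as denominator. The levels of both libraries, which need no denominator, had a rho of 0.95 over all genes. Among the 1412 genes of this length above the Control median it was 0.94, against -0.054 and 0.011 between each library and Control. For these genes the values argue against the shared denominator as the only source of the likeness. A shared difference in library preparation predicts a high value too, so a shared response cannot be told apart from it.

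The *tesA* transcript was lower than Control in all 3 overproducing strains, while the paper's own protein ratios of TesA were 1.78 in *ihfA* L- and 1.54 in *fadR* H-. Loss of the plasmid that carries *tesA* was tested by its level over the 10 genes with the nearest gene numbers. In *ihfA* L- *tesA* was still 71.6 times their median, against 2943 times in Control, so complete loss is not seen. With the 3 genes with the most reads left out of the totals its log2 ratio in *ihfA* L- was -4.31. The nearest to 0 of the ratios under the 4 other scalings was 0, in the library labelled HfadR under quantile normalization, which sets the values by rank, and *tesA* ranked 2 in Control and 2 in the library labelled HfadR. That scaling cannot show a change at these ranks, and under the other 3 scalings the log2 ratio lay between -5.30 and -3.36 in the 3 pairs. No biological explanation was tested.

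The level of *fadR* in the library labelled HfadR was checked as a test of its label. The lowest log2 ratio of *fadR* there over the 4 other scalings was -0.62, so no scaling tried gave a 2-fold decrease. An exchange with the library of *ihfA* L- would leave *fadR* lower and *ihfA* higher in the library labelled LihfA than in the library labelled HfadR, each more than 2-fold. The log2 ratio of *fadR* between these libraries was -0.32 (interval -0.50 to -0.15) and that of *ihfA* -0.10 (-0.40 to 0.19), which is short of 2-fold for both. Both intervals exclude 2-fold differences of the predicted signs, so this prediction of an exchange was not met. The difference in *fadR* is beyond counting error and has the sign that an exchange would give, while the sign of that in *ihfA* is not resolved. The pattern thus cannot be told apart from an exchange with smaller effects or from another mislabelled sample. The transcript of *ihfA*, which was not targeted in *fadR* H-, was about as low there as in *ihfA* L-. The paper's own protein ratios of IhfA were 0.265 in *ihfA* L- and 1.07 in *fadR* H-, and those of FadR were 0.865 and 0.939.

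In the paper's Source Data of Supplementary Fig. 6, which were read for 1998 genes per pair, the q-value was below the p-value for 1724 of 1965 genes with both values in *ihfA* L-, 1824 of 1966 in *fadR* H-, and 1418 of 1961 in *fadR*+. Of the genes listed there as changed, 95 of 763, 148 of 710, and 5 of 230 had a p-value of at least 0.005.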
